# miR-210 Expression Is Strongly Hypoxia-Induced in Anaplastic Thyroid Cancer Cell Lines and Is Associated with Extracellular Vesicles and Argonaute-2

**DOI:** 10.3390/ijms24054507

**Published:** 2023-02-24

**Authors:** Bonita H. Powell, Andrey Turchinovich, Yongchun Wang, Olesia Gololobova, Dominik Buschmann, Martha A. Zeiger, Christopher B. Umbricht, Kenneth W. Witwer

**Keywords:** microRNA, miRNA, miR-210, hypoxia, HIF1-alpha, extracellular vesicles, anaplastic thyroid cancer

## Abstract

Hypoxia, or low oxygen tension, is frequently found in highly proliferative solid tumors such as anaplastic thyroid carcinoma (ATC) and is believed to promote resistance to chemotherapy and radiation. Identifying hypoxic cells for targeted therapy may thus be an effective approach to treating aggressive cancers. Here, we explore the potential of the well-known hypoxia-responsive microRNA (miRNA) miR-210-3p as a cellular and extracellular biological marker of hypoxia. We compare miRNA expression across several ATC and papillary thyroid cancer (PTC) cell lines. In the ATC cell line SW1736, miR-210-3p expression levels indicate hypoxia during exposure to low oxygen conditions (2% O_2_). Furthermore, when released by SW1736 cells into the extracellular space, miR-210-3p is associated with RNA carriers such as extracellular vesicles (EVs) and Argonaute-2 (AGO2), making it a potential extracellular marker for hypoxia.

## 1. Introduction

Anaplastic thyroid carcinoma (ATC) is a rare malignancy, yet it accounts for the majority of all thyroid tumor-related deaths [1,2,3,4]. In contrast with thyroid cancers such as papillary thyroid cancer (PTC), ATC cases are characteristically aggressive and almost always fatal, as these tumors acquire numerous deleterious genetic aberrations during de-differentiation [1,5]. Anaplastic thyroid carcinomas, as with many other types of solid tumors, are highly proliferative and often hypoxic (oxygen-deprived) [5,6,7,8]. Tumors adapt to hypoxic stress by activating various cell signaling pathways through the action of hypoxia-inducible factors (HIFs). HIF-1 is a heterodimer composed of an alpha and a beta subunit [9,10]. In normoxic conditions, HIF-1α is produced constitutively but is rapidly degraded by the proteasome upon hydroxylation. This occurs at specific proline residues by prolyl hydroxylase (PHD), followed by ubiquitination by the von Hippel–Lindau (VHL) protein [11,12,13]. In hypoxic conditions, HIF-1α proteins remain stable and translocate to the nucleus to activate genes by associating with the HIF-1ß subunit and binding to HIF Response Elements (HREs) within the proximal promoters of target genes [14,15,16]. Several HIF targets are involved in cell cycle regulation, metabolism and angiogenesis [14,17,18,19,20,21,22]. Furthermore, hypoxic tumor cells with elevated HIF-1α protein levels are often resistant to chemotherapy and ionizing radiation [8,23,24]. Hence, developing approaches to identify and target hypoxic cells within ATC tumors may improve patient outcomes.

miRNAs are short, ~22 nucleotide, post-transcriptional gene regulators that bind to complementary regions within the 3′UTR of mRNAs, thereby inhibiting translation or mediating degradation [25,26,27,28]. Cells release miRNAs into the extracellular milieu, where they are protected from RNase digestion in carriers including extracellular vesicles (EVs) and extracellular proteins such as Argonaute-2 (AGO2) [29,30,31,32,33,34,35]. Thus, miRNAs may be particularly attractive for the purpose of “liquid biopsies”: using biological fluids to assess the presence and state of cancer cells in the body. We and several others have reported dysregulated microRNAs (miRNAs) in thyroid cancers. The most commonly aberrantly expressed miRNAs in ATC include miR-222, miR-221, miR-146b and miR-21 [36,37,38,39,40,41]. However, there is a paucity of information on miRNA expression differences in hypoxic vs. non-hypoxic regions within thyroid tumors [30,31,32,33,34,35].

In this study, we examined miR-210-3p (“miR-210”) as a potential marker of hypoxia. miR-210 is a well-known hypoxia-responsive miRNA and a direct HIF-1 target [42,43,44,45]. Its expression is frequently up-regulated in hypoxic tumor cells. As with HIF-1α protein levels, elevated miR-210 expression is associated with a poor prognosis [46,47]. We report herein on miR-210 expression in both PTC and ATC cell lines, examine the influence of hypoxia on cellular and extracellular miR-210-3p in the ATC line SW1736 and assess the extracellular association of miR-210 with EVs and AGO2.

## 2. Results

### 2.1. miR-210-3p Expression Induced by HIF-1α Stabilization in SW1736

To confirm the inducible expression of miR-210-3p in response to HIF-1α stabilization in hypoxia, SW1736 (ATC) cells were cultured at 21% O_2_ (normoxia) or 2% O_2_ (hypoxia) for 24, 48, 72, 96 and 120 h. Increased HIF-1α protein levels in hypoxia were observed at each time point; the greatest increases compared with normoxic controls were at 24 and 48 h (Figure 1B). Concurrent with increased HIF-1α protein levels, miR-210-3p expression increased at each hypoxic time point, with the highest expression levels also at 24 h (~9-fold) and 48 h (~16-fold) relative to normoxia (Figure 1C). Both HIF-1α and miR-210-3p levels slightly declined by 72 h and thereafter (Figure 1B,C). This is consistent with our observation and previous reports of decreased levels of HIF-1α protein due to mRNA instability in prolonged hypoxia (Figure 1D) [48,49,50] as well as the negative regulation of HIF-1α by miR-210 in a study of human T-cells [51].

Additionally, cell morphology, viability and glucose consumption were compared in hypoxia vs. normoxia. Cells from each condition were visibly comparable (Figure 1E,F) and shared a similar viability, but cell counts were lower in hypoxia (Figure 1G). Additionally, glucose consumption significantly increased in hypoxia (Figure 1H). Taken together, our results confirm the positive correlation between miR-210-3p expression and HIF1-α protein levels in SW1736.

### 2.2. Hypoxia Induces miR-210 More Strongly in ATC Compared with PTC Lines

Small RNA sequencing was performed on ATC cell lines SW1736 and C643 and PTC cell lines BCPAP and TPC-1, all grown under normoxic culture conditions. We identified 28 miRNAs that were differentially expressed (fold-change > 2, *p*-value < 0.05) between normoxic ATC and PTC lines (Figure 2A). Under normoxia, miR-210 was ~5-fold less abundant in ATC lines versus PTC lines (Figure 2A). qPCR validation confirmed this result for normoxia (Figure 2B). However, in hypoxia, ATC miR-210 expression reached levels comparable to or greater than those in PTC cells (Figure 2B). A time course assay examining points from 0 to 48 h of hypoxia revealed that ATC cell lines showed a higher fold change, >2-fold, of miR-210-3p expression compared with the PTC cell lines (Figure 2C). Therefore, although basal (normoxic) levels of miR-210 are lower in ATC than PTC lines, the miRNA is more strongly up-regulated by hypoxia in ATC lines.

### 2.3. miR-210-3p Is the Primary Hypoxia-Responsive miRNA in SW1736 Cells

To examine how hypoxia might impact the expression of additional miRNAs in SW1736, small RNA-sequencing was performed to assess miRNA differences in normoxia vs. hypoxia at 72 h. 

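Small RNA was sequenced from SW1736 cells, a human anaplastic thyroid cancer line, kept for 72 h at 21% O_2_ (normoxia, n = 3 libraries) or at 2% O_2_ (hypoxia, n = 3 libraries). The libraries were made with CATS, a ligation-free method that tails each RNA before it is copied. The authors trimmed the reads with Cutadapt 1.17, set aside those of housekeeping small RNAs, and aligned the rest in turn to mature miRNAs of miRBase 22, to precursors, and to protein-coding and long non-coding transcripts of GENCODE 28. The tables used here hold the authors' raw read counts per mature miRNA and per protein-coding transcript, with 1 transcript per gene. Precursors and long non-coding RNAs were not analysed here. As this is small RNA sequencing, a count for a protein-coding gene is a count of short fragments that align to its transcript. The totals over both tables were 1543856, 1581194 and 1610177 counts in normoxia replicates 1 to 3, and 1650719, 1781753 and 1469151 in hypoxia replicates 1 to 3. Mature miRNAs made up 14.0 ± 0.566% of the counts in normoxia and 14.8 ± 0.470% in hypoxia (SD, n = 3 each; exact two-sided permutation test, p = 0.3). The most abundant feature in each library was let-7a-5p, with 3.74% to 4.03% of the counts. Both tables were joined, scaled by TMM and tested for hypoxia against normoxia with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 11276 features that passed a filter on low counts (194 miRNAs and 11082 mRNA features). In counts simulated at this depth, 18 of 50 features raised 1.5-fold were called at an adjusted p under 0.05, 41 of 50 raised 2-fold, 50 of 50 raised 4-fold and 30 of 47 lowered to 0.5 of their level. The replicates are numbered in the labels, which do not say whether they are separate cultures, so the p-values measure the spread between these libraries.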

Although miR-210-3p was up-regulated in hypoxia (~6.5-fold, *p* < 0.05), no other miRNAs were significantly differentially expressed greater than 2-fold, *p* < 0.05, except for the precursor premiRNA-210 (~2.5-fold, *p* < 0.05) (Figure 3A). 

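miR-210-3p rose 6.54-fold in hypoxic SW1736 cells, from 29.1 ± 4.93 normalized CPM in normoxia to 190.3 ± 33.1 in hypoxia (SD, n = 3 each). miR-210-5p, the mature strand from the other arm of the hairpin, rose from 5.99 ± 2.25 to 20.4 ± 8.04 normalized CPM (SD, n = 3 each). miR-193b-5p and miR-181a-5p rose by less, with log2 fold changes of 0.57 and 0.53, and miR-940 fell, with a log2 fold change of -1.71. Of the 194 miRNAs tested, 4 were higher and 1 was lower at an adjusted p under 0.05 from edgeR, against 29 at an unadjusted p under 0.05, of which 3 were lower. The log2 fold change of miR-210-3p was 2.71 (standard error 0.158, adjusted p = 3.75e-15 from edgeR), and that of miR-210-5p was 1.77 (standard error 0.363, adjusted p = 0.00643 from edgeR). With the tables scaled and tested separately, the log2 fold changes of the 5 called miRNAs were lower. They were 2.63 for miR-210-3p, 1.68 for miR-210-5p, 0.49 for miR-193b-5p, 0.45 for miR-181a-5p and -1.80 for miR-940. In both arms of miR-210 all 3 hypoxic libraries lay above all 3 normoxic ones (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The ratio of 3p to 5p counts was 5.20 ± 1.57 in normoxia and 10.3 ± 3.60 in hypoxia (SD, n = 3 each; exact two-sided permutation test, p = 0.1).

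**Figure D1:**
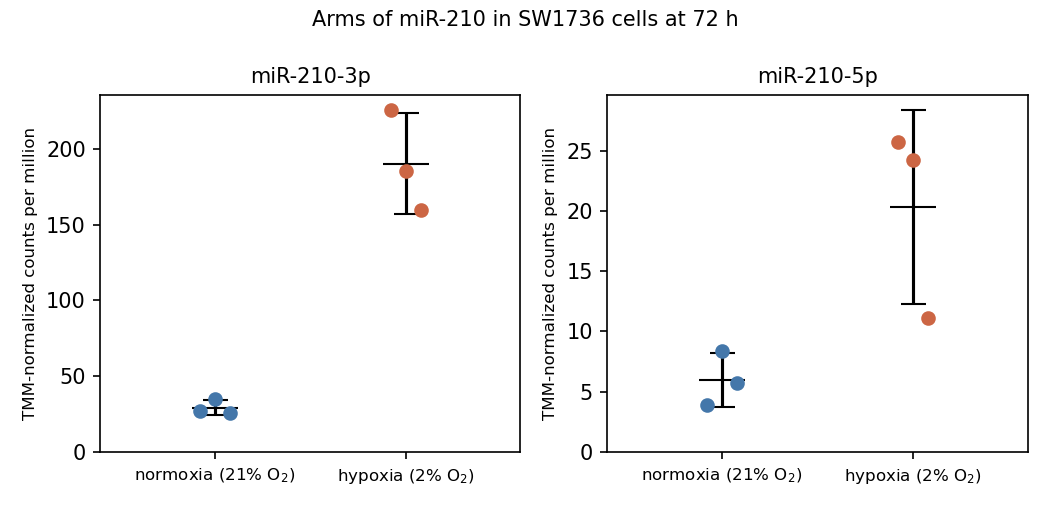
Normalized CPM of miR-210-3p (left) and miR-210-5p (right) in SW1736 cells after 72 h of normoxia or hypoxia, with libraries as points, means as long bars and SD as error bars (n = 3). miR-210-3p lies between 25.4 and 34.7 in normoxia and between 159.8 and 226 in hypoxia.

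MIR210 lies on the minus strand of chromosome 11 from 568089 to 568198 in GRCh38, inside the first intron of all 9 transcripts that GENCODE 44 gives for its host gene MIR210HG, a long non-coding RNA gene at 565657 to 568457. The 3p arm occupies 568112 to 568133 (CTGTGCGTGTGACAGCGGCTGA as DNA) and the 5p arm 568150 to 568171 (AGCCCCTGCCCACCGCACACTG).

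Of 19 measured miRNAs from a list of reported hypoxia-induced miRNAs, 3 rose (miR-210-3p, miR-210-5p and miR-181a-5p), none fell and 16 did not pass the test (5 higher when adjusted over the list alone). The list stood above the other features (camera of limma, adjusted p = 7.95e-14, and adjusted p = 0.0461 with an estimated correlation), with 1 member, miR-210-3p, in the paper's Table S1. Without that member the adjusted p with an estimated correlation was 0.126. The other features were mostly mRNA features (11082 of the 11276 tested), so no miRNA list was tested against the other miRNAs alone. Further members of the list include miR-155-5p, an miRNA of immune cells and tumors, with a log2 fold change of 1.06 (adjusted p = 0.192 from edgeR). Another is miR-21-5p, which is abundant in many tumors, with 0.20 (adjusted p = 0.43). Among the most abundant miRNAs, let-7a-5p had a log2 fold change of 0.02 and miR-23a-3p one of 0.25, and neither passed the test. Of 15 measured arms of the miRNAs that Figure 2A shows, 2 rose, both of them arms of miR-210, and none fell (2 higher when adjusted over the list alone; camera of limma, adjusted p = 1.71e-05, but adjusted p = 0.362 with an estimated correlation). As the study chose these miRNAs and 1 of them is in its Table S1, this is not independent evidence of direction. The paper states that miR-210-3p is the main miRNA that responds to hypoxia in these cells (Figure 3A).
miR-210-3p was called with any 1 library left out. The other called miRNAs were not. miR-210-5p was not called without normoxia replicate 1, hypoxia replicate 1 or hypoxia replicate 2 (adjusted p = 0.0761, 0.0713 and 0.106 from edgeR) or with the tables tested separately (adjusted p = 0.101). miR-193b-5p was not called without normoxia replicate 3, hypoxia replicate 2 or hypoxia replicate 3 (adjusted p = 0.0879, 0.0953 and 0.0667 from edgeR), with the tables tested separately (adjusted p = 0.195) or by DESeq2 (adjusted p = 0.0553). miR-181a-5p was not called without normoxia replicates 1 or 3 or hypoxia replicates 1 or 2 (adjusted p = 0.176, 0.0844, 0.169 and 0.0573 from edgeR), with the tables tested separately (adjusted p = 0.306) or by DESeq2 (adjusted p = 0.118). miR-940, with 19 to 29 counts per normoxic library and 6 to 10 per hypoxic one, was not called without normoxia replicates 1 or 2 or hypoxia replicates 2 or 3 (adjusted p = 0.0678, 0.0985, 0.174 and 0.0581 from edgeR) or by DESeq2 (adjusted p = 0.0864). The number of miRNAs higher was 2 without normoxia replicate 1, 2 without hypoxia replicate 1 and 1 without hypoxia replicate 2, and that of the reported hypoxia-induced miRNAs was 1, 1 and 1.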

Interestingly, most of the reads aligned to 3-*p* termini of pre-miR-210 were 1-2 nucleotides longer than the canonical mature miR-210 form and frequently contained mismatched bases at +1 location (T → G, C, A) and +2 location (C → T, G, A) (Supplementary Figure S1). The latter observation may hint on the occurrence of certain miRNA editing events during processing. We also inspected the differential expression of protein-coding mRNA as well as long non-coding RNA in response to hypoxia in SW1736 by small RNA-seq analysis. Specifically, we found 12 protein-coding and 2 lncRNA transcripts to be up-regulated more than 2-fold *p* < 0.05 (Figure 3A; Supplementary Table S1). 

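Fragments of 66 protein-coding transcripts rose in hypoxic SW1736 cells and fragments of 18 fell, of 11082 tested by edgeR at an adjusted p under 0.05. EPAS1, which encodes the hypoxia-inducible factor HIF-2α, fell from 301 ± 56.3 normalized CPM in normoxia to 193 ± 15.4 in hypoxia (SD, n = 3 each), a log2 fold change of -0.64 (standard error 0.116, adjusted p = 0.00151 from edgeR). HIF1A, which encodes HIF-1α, had a log2 fold change of -0.19 (standard error 0.0972, adjusted p = 0.517 from edgeR). In GRCh38, EPAS1 lies on chromosome 2 from 46293667 to 46386697 and HIF1A on chromosome 14 from 61695513 to 61748259. Of 13 measured components of the HIF pathway, EPAS1 fell, none rose and 12 did not pass the test (1 higher and 1 lower when adjusted over the list alone), and the list did not stand apart from the other features (camera of limma, adjusted p = 0.234). EGLN1, the oxygen sensor that marks HIF-α for degradation, had a log2 fold change of 0.40 (adjusted p = 0.185 from edgeR). The reference genes of RT-qPCR did not pass the test, with log2 fold changes of 0.32 for GAPDH (adjusted p = 0.166 from edgeR), -0.11 for ACTB (adjusted p = 0.752) and 0.07 for miR-16-5p (adjusted p = 0.916). Without normoxia replicate 2, GAPDH was called higher (log2 fold change of 0.44, adjusted p = 0.016 from edgeR). At an unadjusted p under 0.05, fragments of 618 transcripts were higher and of 518 lower. The counts were 26 higher and 3 lower without hypoxia replicate 2, 35 and 10 without normoxia replicate 1, and 35 and 4 by DESeq2, while 39 were lower without normoxia replicate 2, 11 without normoxia replicate 3 and 11 without hypoxia replicate 1. Without hypoxia replicate 2 EPAS1 was not called (log2 fold change of -0.61, adjusted p = 0.0526 from edgeR).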

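Fragments of 17 protein-coding transcripts rose more than 2-fold in hypoxia. CA9, a carbonic anhydrase of the cell surface that regulates pH, had the largest fitted log2 fold change, 3.67, on 4 counts over the normoxic libraries and 57 over the hypoxic ones, a ratio of 13.9 after scaling (95% exact counting interval 5.13 to 52.6). With 1 library left out the log2 fold change of CA9 ran from 3.11 without normoxia replicate 3 to 4.89 without normoxia replicate 2. NDRG1, a stress-responsive gene, rose from 11.1 ± 3.17 to 36.3 ± 8.08 normalized CPM, STC2, a secreted glycoprotein hormone, from 28.0 ± 3.80 to 70.0 ± 5.32, and BNIP3, a mitophagy receptor, from 30.3 ± 5.79 to 70.4 ± 10.8 (SD, n = 3 each). PTPRB, a receptor phosphatase of endothelial cells, rose from 9.20 ± 3.17 to 30.8 ± 4.00 and UPP1, a uridine phosphorylase, from 20.5 ± 5.75 to 54.9 ± 9.97 (SD, n = 3 each). The log2 fold changes were 1.73 for PTPRB, 1.71 for NDRG1, 1.49 for TRIB3, 1.42 for UPP1, 1.41 for ASNS, the asparagine synthetase, 1.37 for ASIC2, 1.32 for STC2, 1.24 for ZNF697 and 1.21 for BNIP3. TGFBI, a matrix protein induced by TGF-β, had a log2 fold change of 1.12 (adjusted p = 3.96e-07 from edgeR), TCN1, a vitamin B12 binding protein, 1.06 (standard error 0.170, adjusted p = 2.77e-04), and STC1, the paralog of STC2, 1.05 (standard error 0.206, adjusted p = 0.00353). In GRCh38, CA9 lies on chromosome 9 from 35673928 to 35681159, NDRG1 on chromosome 8 from 133237175 to 133302022 and BNIP3 on chromosome 10 from 131967684 to 131981967. VEGFA, the angiogenic growth factor, had 260.4 ± 77.9 normalized CPM in normoxia and 497 ± 38.6 in hypoxia (SD, n = 3 each), a log2 fold change of 0.93 that did not pass the test (standard error 0.206, adjusted p = 0.131 from edgeR). VEGFA was called without normoxia replicate 2 or 3 (adjusted p = 6.23e-05 and 0.00211 from edgeR), by edgeR's exact and likelihood ratio tests (0.00411 and 0.00382) and with every feature of at least 1 count (8.10e-14). In that last fit the log2 fold change was 0.92 and the standard error 0.107, so the lower p came from a smaller fitted spread. Of 6 measured endothelial markers, PTPRB, which is in the paper's Table S1, rose and 5 did not pass the test (1 higher when adjusted over the list alone; camera of limma, adjusted p = 0.0201, but adjusted p = 0.461 with an estimated correlation, 0.282 without normoxia replicate 1 and 0.105 without hypoxia replicate 1). The test called 9 transcripts over 2-fold without hypoxia replicate 2, 30 without normoxia replicate 3 and 11 by DESeq2, while ASIC2, BNIP3, CA9, NDRG1, PTPRB, STC2, TGFBI and UPP1 were called over 2-fold with any 1 library left out. TRIB3 and STC1 were not called without hypoxia replicate 2 (adjusted p = 0.0851 and 0.0619 from edgeR). ZNF697 was not called without normoxia replicate 3, hypoxia replicate 1 or hypoxia replicate 2 (adjusted p = 0.119, 0.106 and 0.0758 from edgeR). ASNS was not called without normoxia replicates 1 or 2 or hypoxia replicates 1 or 2 (adjusted p = 0.131, 0.0885, 0.142 and 0.158 from edgeR). DESeq2 called neither ZNF697 nor ASNS (adjusted p = 0.0914 and 0.0678 from DESeq2).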

Surprisingly, no genes were significantly down-regulated within the given range (LFC < −1). However, hierarchical clustering strongly emphasized coordinated responses to hypoxia with at least 60 differentially expressed genes (−0.5 < LFC < 0.5) between the two groups (Figure 3B). 

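DGKI, a diacylglycerol kinase, fell more than 2-fold in hypoxia, from 26.1 ± 2.59 to 11.9 ± 3.34 normalized CPM (SD, n = 3 each), and fragments of 17 other transcripts fell by less. MKI67, which encodes the proliferation marker Ki-67, fell from 2192 ± 284 to 1462 ± 196 normalized CPM, and CYP1B1, a cytochrome P450 enzyme, from 564 ± 66.1 to 362 ± 40.7 (SD, n = 3 each). The log2 fold change of DGKI was -1.13 (standard error 0.276, adjusted p = 0.0333 from edgeR), that of MKI67 -0.58 (standard error 0.103, adjusted p = 0.00119) and that of CYP1B1 -0.64 (standard error 0.105, adjusted p = 3.23e-04). Other falls were -0.75 for UHRF1, a factor of DNA methylation maintenance, -0.74 for FAM83D, a mitotic spindle protein, -0.65 for ADD1, a cytoskeletal protein, -0.60 for TERF1, a telomere protein, and -0.59 for GCLM, a subunit of the first enzyme of glutathione synthesis, on the log2 scale. Of 35 measured cell cycle genes, MKI67 and UHRF1 fell, none rose and 33 did not pass the test (9 lower when adjusted over the list alone), with 1 member in the paper's Table S1. The list's median log2 fold change was -0.36 and all 35 values were below 0 (camera of limma, adjusted p = 3.76e-14, but adjusted p = 0.362 with an estimated correlation). Without hypoxia replicate 1 the median was -0.22. Of 51 measured replication-dependent histone genes, none passed the test of edgeR, DESeq2 or limma (11 lower at an unadjusted p under 0.05, and none when adjusted over the list alone), and their median log2 fold change was -0.21 (camera of limma, adjusted p = 1.43e-08, but adjusted p = 0.489 with an estimated correlation). In GRCh38, MKI67 lies on chromosome 10 from 128096659 to 128126423, DGKI on chromosome 7 from 137381037 to 137847092 and CYP1B1 on chromosome 2 from 38066973 to 38109902.
CYP1B1 was called with any 1 library left out, and MKI67 was lost without hypoxia replicate 2 (log2 fold change of -0.52, adjusted p = 0.066 from edgeR) and with offsets for GC content and length (-0.56, adjusted p = 0.0514). DGKI was not called without normoxia replicates 1 or 3 or hypoxia replicates 2 or 3 (adjusted p = 0.137, 0.116, 0.313 and 0.0833 from edgeR) or by DESeq2 (adjusted p = 0.147), and the number of transcripts over 2-fold lower was 3 without normoxia replicate 1, 6 without normoxia replicate 2 and 3 without hypoxia replicate 1. None was called over 2-fold lower without normoxia replicate 3, hypoxia replicate 2 or hypoxia replicate 3, by DESeq2 or by glmTreat. With all 6 libraries 518 transcripts, of any fold, were lower at an unadjusted p under 0.05 from edgeR. Of the 6 fits that each leave out 1 library, UHRF1, FAM83D and TERF1 were called in 1, GCLM in 2 and ADD1 in none, with the highest adjusted p without normoxia replicate 1 for UHRF1 and TERF1 (0.206 and 0.147 from edgeR) and without hypoxia replicate 2 for FAM83D, GCLM and ADD1 (0.297, 0.274 and 0.308). DESeq2 called none of UHRF1, FAM83D, TERF1, GCLM and ADD1 (adjusted p = 0.157, 0.149, 0.0877, 0.157 and 0.194 from DESeq2), and limma-voom neither UHRF1 nor ADD1 (adjusted p = 0.0534 and 0.0516 from limma). Of the cell cycle genes, none was called without hypoxia replicate 2, 1 without normoxia replicate 1, normoxia replicate 2 or hypoxia replicate 1, and 4 without normoxia replicate 3 or hypoxia replicate 3.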

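Genes of matrix crosslinking, of the amino acid response and of the interferon response were among the risers in hypoxia. Of 26 measured genes of collagen and matrix crosslinking, 6 rose, none fell and 20 did not pass the test (7 higher and 1 lower when adjusted over the list alone). They include P4HA1, a collagen prolyl hydroxylase, from 87.6 ± 19.6 to 156 ± 8.37 normalized CPM, LOX, a crosslinking enzyme, from 55.1 ± 11.4 to 100.0 ± 9.65, and TIMP3, an inhibitor of matrix proteases, from 596 ± 23.9 to 849 ± 16.5 (SD, n = 3 each). The member lower over the list alone was COL3A1, a collagen chain, with a log2 fold change of -1.05 (adjusted p = 0.0952 from edgeR), named after its value was seen. Of 23 measured genes of the ATF4 and amino acid response, 6 rose, none fell and 17 did not pass the test (11 higher when adjusted over the list alone). TRIB3, a pseudokinase, rose from 11.1 ± 5.49 to 31.2 ± 7.18 normalized CPM, MTHFD2, a mitochondrial enzyme of folate metabolism, from 88.5 ± 14.5 to 136 ± 12.6, and PSAT1, an enzyme of serine synthesis, from 51.9 ± 14.0 to 91.7 ± 11.4 (SD, n = 3 each). Of 32 measured interferon response genes, XAF1, SAMD9 and EPSTI1 rose, with log2 fold changes of 0.80, 0.67 and 1.06, none of the list fell and 29 did not pass the test (16 higher when adjusted over the list alone). OAS2, a sensor of double-stranded RNA, had a log2 fold change of 0.97 (adjusted p = 0.129 from edgeR), and was called without hypoxia replicate 3 (adjusted p = 0.0346). IFITM3, an interferon-induced gene outside the list and named after its value was seen, fell, with a log2 fold change of -0.38 (adjusted p = 0.0378 from edgeR). It was called in none of the 6 fits that leave out 1 library (highest adjusted p = 0.157 from edgeR, without hypoxia replicate 3) and not by DESeq2 (0.0694), edgeR's exact and likelihood ratio tests (0.055 and 0.053) or with offsets for GC content and length (log2 fold change of -0.34, adjusted p = 0.0662). The camera test of limma gave adjusted p = 1.39e-05 for the matrix list, 1.05e-16 for the ATF4 list and 1.06e-14 for the interferon list, but adjusted p = 0.0504, 0.131 and 0.0504 with an estimated correlation. As 5 matrix genes, 5 ATF4 genes and 2 interferon genes are in the paper's Table S1, these counts are not independent evidence of direction, and the matrix list gave adjusted p = 0.437 from camera without them. In all 84 called mRNA features the 3 hypoxic libraries lay on 1 side of the 3 normoxic ones, as they did in 15.3% of the mRNA features tested, where chance gives 10%. The 84 were chosen by a test on these same libraries, so their separation largely follows from that choice and adds no support.
Of the ATF4 list, 2 genes were called without hypoxia replicate 2 and 3 without normoxia replicate 1, and of the interferon list 1 without hypoxia replicate 2. P4HA1, LOX, TIMP3 and XAF1 were called with any 1 library left out. PSAT1 and MTHFD2 were not called without normoxia replicate 1 (adjusted p = 0.0683 and 0.151 from edgeR) or hypoxia replicate 2 (0.128 and 0.217), SAMD9 not without hypoxia replicate 2 (adjusted p = 0.0619), and EPSTI1 not without normoxia replicates 1 or 3 or hypoxia replicates 1, 2 or 3 (adjusted p = 0.131, 0.16, 0.136, 0.0665 and 0.131). DESeq2 called neither EPSTI1 nor MTHFD2 (adjusted p = 0.159 and 0.0717 from DESeq2), and limma-voom not EPSTI1 (adjusted p = 0.0515 from limma).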

Finally, gene ontology, KEGG and pathway analysis confirmed the enrichment of the deregulated transcripts in processes related to hypoxia response including the HIF-1 signaling pathway and glucose metabolism (Figure 3C,D).

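Some glycolytic genes and known targets of HIF rose in hypoxic SW1736 cells, while most of those measured did not pass the test. PGK1, which makes ATP in glycolysis, rose from 169 ± 2.35 to 279.5 ± 38.9 normalized CPM, LDHA, which turns pyruvate to lactate, from 346 ± 79.5 to 570.1 ± 35.5, and SLC2A3, a glucose transporter, from 28.7 ± 2.10 to 50.4 ± 3.90 (SD, n = 3 each). Of 24 measured genes of glycolysis and lactate, 7 rose, none fell and 17 did not pass the test of edgeR (10 higher when adjusted over the list alone). The log2 fold change was 0.71 for PFKP, a phosphofructokinase, 0.53 for TPI1, the triosephosphate isomerase, and 0.49 for ALDOA, an aldolase. The list's median log2 fold change was 0.34 (camera of limma, adjusted p = 6.08e-14, but adjusted p = 0.0565 with an estimated correlation).

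**Figure D2:**
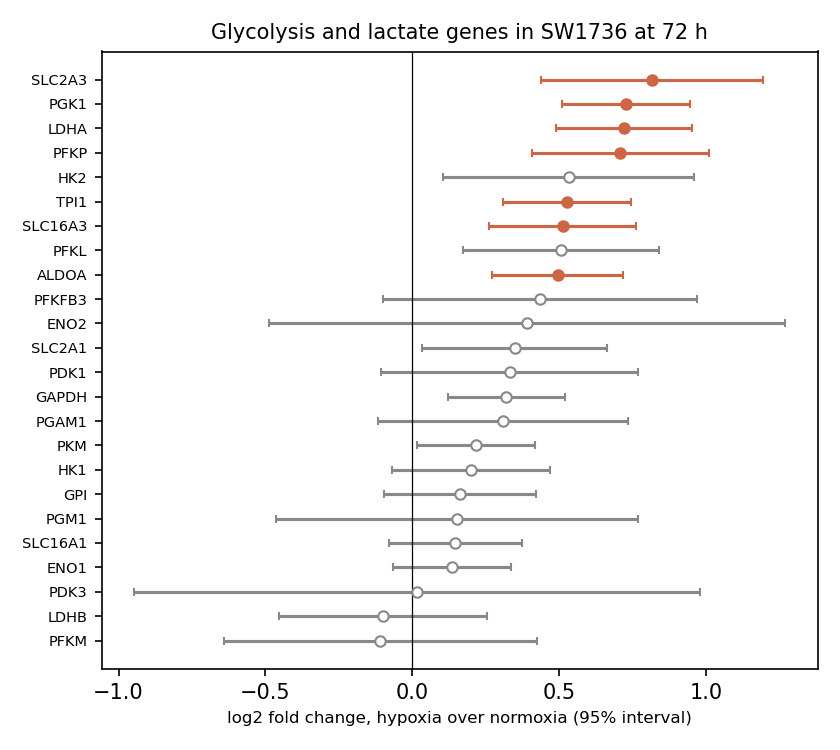
Log2 fold changes, hypoxia over normoxia, of the 24 measured genes of glycolysis and lactate, with 95% intervals from the standard errors. Filled points passed the test at an adjusted p under 0.05 and lie between 0.49 for ALDOA and 0.81 for SLC2A3.

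Of 42 measured HIF target genes, 11 rose, none fell and 31 did not pass the test (23 higher when adjusted over the list alone), and the median log2 fold change was 0.41 (camera of limma, adjusted p = 8.31e-30, and adjusted p = 0.0461 with an estimated correlation, but 0.124 with an estimated correlation and without the members of Table S1). They include DDIT4, an inhibitor of mTOR signaling, which rose from 38.4 ± 9.67 to 73.2 ± 0.946 normalized CPM, LOXL2, a lysyl oxidase, from 41.3 ± 7.02 to 75.7 ± 9.46 (SD, n = 3 each), and MXI1, a MYC antagonist, with a log2 fold change of 0.49. In GRCh38, PGK1 lies on chromosome X from 77910739 to 78129295 and LDHA on chromosome 11 from 18394560 to 18408425. As 11 of the HIF targets and 6 of the glycolysis genes are in the paper's Table S1, the counts are not independent evidence of direction. Only 1 HIF target outside that table (CA9) and 1 glycolysis gene (SLC16A3, a lactate exporter, named after its value was seen) rose.

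**Figure D3:**
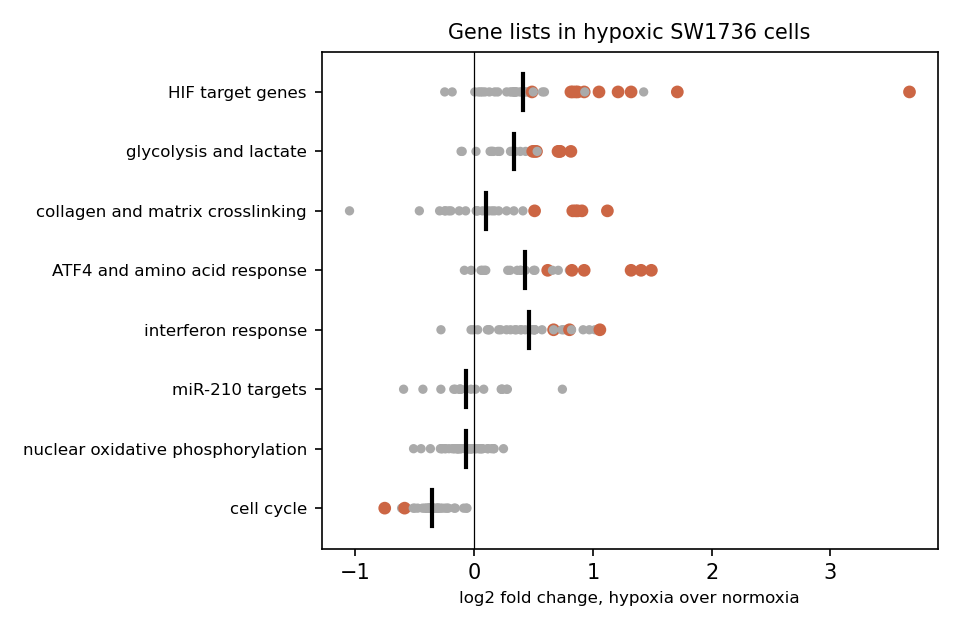
Log2 fold changes, hypoxia over normoxia, of the measured members of 8 gene lists in SW1736 cells, with those that passed the test at an adjusted p under 0.05 in color and the others in gray. Black bars are medians, which run from -0.36 for the cell cycle to 0.46 for the interferon response.

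PGK1, LDHA and DDIT4 were called with any 1 library left out, while SLC2A3 was called in none of those 6 fits (highest adjusted p = 0.243 from edgeR, without hypoxia replicate 2). PFKP and TPI1 were not called without normoxia replicate 1 (adjusted p = 0.0591 and 0.0591 from edgeR), normoxia replicate 3 (0.0648 and 0.0607) or hypoxia replicate 2 (0.157 and 0.202), LOXL2 not without normoxia replicate 1 or hypoxia replicate 2 (0.0542 and 0.066), and MXI1 and ALDOA were called in 2 and 1 of the 6 fits (highest adjusted p = 0.115 without hypoxia replicate 1 and 0.147 without normoxia replicate 1). SLC16A3 was not called without normoxia replicates 1 or 3 or hypoxia replicates 1 or 2 (adjusted p = 0.258, 0.0788, 0.0676 and 0.391 from edgeR), by limma-voom (0.0508) or with offsets for GC content and length (0.0525). Its log2 fold change was 0.51, 0.51 by limma-voom and 0.48 with the offsets. DESeq2 called none of SLC2A3, PFKP, ALDOA, MXI1 and SLC16A3 (adjusted p = 0.115, 0.0672, 0.108, 0.0768 and 0.204 from DESeq2). The number of glycolysis genes called was 2 without normoxia replicate 1, normoxia replicate 3 or hypoxia replicate 2, 4 without hypoxia replicate 1 and 3 by DESeq2, and that of HIF targets 7 without hypoxia replicate 2.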

### 2.4. Increase in miR-210-3p Release from SW1736 Cells in Hypoxia

Cells and conditioned cell culture media (CCM) were collected after 72 h of normoxic and hypoxic culture, and CCM was fractionated by size-exclusion chromatography (SEC) to obtain fractions enriched in extracellular vesicles (EVs), intermediate mixed EVs and proteins and extracellular proteins. Fractions were characterized per MISEV2018 guidelines [52]. The presence of EVs was verified by Western blot (WB) using EV-rich markers CD63, CD9, CD81, TSG101 and Syntenin, which were detected in EV-rich fractions but not in the later protein fractions (Figure 4B). The depletion of cellular markers such as GM130 and calnexin in extracellular fractions was confirmed relative to the cell source (Figure 4B). Single-particle interferometric reflectance imaging sensing (SP-IRIS) further confirmed EV-rich markers CD63, CD9 and CD81 relative to MIgG control (Figure 4C). Fractions were imaged by transmission electron microscopy (TEM), revealing that EVs ranged in diameter from ~50 to 300 nm in both normoxia and hypoxia in pooled EV-rich SEC fractions; EVs were not observed in protein-rich fractions (Figure 4D). We also assessed particle concentration and size by nano-flow cytometry (NFCM) (Figure 4E), finding no significant differences. qPCR for miR-210-3p showed that miR-210-3p was released from cells in all fractions during normoxia, and that this release increased, also across all extracellular fractions, by >2-fold in hypoxia (Figure 4F). Finally, immunoprecipitation confirmed the presence of miRNA carrier AGO2 in both mixed and protein fractions (Figure 4G).

## 3. Discussion

Highly aggressive tumors, which are often hypoxic, are frequently resistant to oxygen-dependent treatments such as chemotherapy and radiation. Thus, several direct and indirect methods to assess tumor hypoxia for targeted therapy, including miRNA expression, have been explored [53,54,55,56,57]. However, to our knowledge, miRNAs have not been extensively studied in hypoxic vs. non-hypoxic regions within ATC tumors. In this work, we examined miR-210, a direct HIF-1 target, as a potential marker of hypoxia in ATC [58,59]. Our results demonstrate that precursor miR-210 is down-regulated in ATC cell lines compared with PTC cells, but it is more robustly up-regulated in ATC in response to hypoxia. Additionally, we show that miR-210-3p can be detected extracellularly and is associated with EVs and extracellular AGO2.

miR-210 has paradoxically been described as both oncogenic and as a tumor suppressor in many studies [42,60,61,62]. It is believed to be involved in cell cycle regulation, metabolism and angiogenesis [63,64]. However, the exact role of miR-210-3p in tumorigenesis remains elusive. 

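Fragments of reported targets of miR-210 were not lower as a group in SW1736 cells after 72 h of hypoxia. Of 18 measured targets none passed the test of edgeR, DESeq2 or limma (1 higher and none lower at an unadjusted p under 0.05, and none when adjusted over the list alone), with 8 log2 fold changes above 0 and 10 below. Fragments of TNPO1, a nuclear import receptor, had a log2 fold change of 0.23 (standard error 0.109, adjusted p = 0.448 from edgeR), and those of PTPN1, a tyrosine phosphatase, one of -0.16 (standard error 0.104, adjusted p = 0.644). The log2 fold change was 0.74 for NPTX1, a neuronal pentraxin, and 0.27 for MNT, a MYC antagonist, and neither passed the test. The median of the targets was -0.07 on the log2 scale (camera of limma, adjusted p = 0.884). Of 49 measured nuclear genes of oxidative phosphorylation, a process miR-210 is reported to lower, none passed the test of edgeR, DESeq2 or limma, none had an unadjusted p under 0.05, and none was called when adjusted over the list alone. Their median log2 fold change was -0.07 (camera of limma, adjusted p = 0.111), with adjusted p = 0.0245 without normoxia replicate 3, 0.0439 without hypoxia replicate 2, 0.0173 without hypoxia replicate 3 and 0.635 with an estimated correlation. Of 5 measured mitochondrially encoded genes none passed the test of edgeR, DESeq2 or limma (1 lower at an unadjusted p under 0.05, none when adjusted over the list alone; camera, adjusted p = 0.266), and MT-CO3, a subunit of cytochrome oxidase, had a log2 fold change of -0.43 (adjusted p = 0.384 from edgeR). Counts at this depth do not resolve a small fall of a single target. Neither full-length mRNAs nor proteins were measured in these libraries.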

In this study, we also examined the differential expression of mRNA, but no down-regulated transcripts were identified. Polysome profiling by the proteomic analysis of ATC cell lines in hypoxia may be required to identify putative miR-210-3p targets in this cell type, as the use of a miR-210-3p mimic may result in off-target gene down-regulation.

Hypoxia can impact the differentiation state of cells by altering the expression of genes involved in various cellular pathways including cell cycle regulation and anaerobic metabolism [17]. Depending on the cell type, hypoxia can drive cells to a stem-like or differentiated state [65]. Furthermore, miR-210-3p may have a functional role in altering the differentiation state of cells in hypoxia [66]. It was interesting to observe lower basal levels of miR-210-3p in ATC cell lines SW1736 and C643, which are de-differentiated, compared with poorly and well-differentiated PTC cell lines BCPAP and TPC-1, respectively. This finding suggests that miR-210 might also be linked to tumor differentiation. It is believed that ATC can originate from PTC [67,68,69]; therefore, it is possible that miR-210 expression is impacted during de-differentiation. However, because miR-210 down-regulation was observed at both the precursor and mature level, it is unclear if the basal level expression differences are directly related to HIF-1 or miR-210 genetic or epigenetic alterations due to the differentiation levels of the thyroid cell lines. In either case, lower basal expression levels make miR-210 induction more pronounced and rapid in hypoxia; hence, miR-210-3p may be a better marker of hypoxia in ATC compared with PTC. Furthermore, miR-210-3p might also be a predictive marker of the de-differentiation of thyroid cancer cells.

We hypothesized that miR-210-3p might also be detected extracellularly in hypoxia, as miRNAs are remarkably stable in biological fluids such as blood plasma and are promising non-invasive biomarkers [29,32,34,35]. This is ascribed to their association with RNA carriers such as EVs and RNA-binding proteins, which offer protection from degradation [34,70]. In our study, we observed increased extracellular miR-210-3p in conditioned cell culture medium in hypoxia after at least 48 h, which further increased after 72 h. This suggests that, although cellular levels of miR-210 increase almost immediately in response to hypoxia, additional time is needed for the newly produced miRNAs to pass into the extracellular space and be detected there.

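Of the protein-coding transcripts with more fragments in hypoxic SW1736 cells, 49 rose by less than 2-fold, and the median log2 fold change over all 66 that rose was 0.80. Transcripts with abundant fragments were among them, such as VIM, which encodes the intermediate filament vimentin, with a log2 fold change of 0.39 (standard error 0.0893, adjusted p = 0.0198 from edgeR), and TXNIP, an inhibitor of thioredoxin, with 0.48 (standard error 0.102, adjusted p = 0.0102). ITGB8, an integrin chain that takes part in TGF-β activation, had a log2 fold change of 0.66 (standard error 0.0996, adjusted p = 1.56e-04 from edgeR), and ARRDC3, an arrestin-domain protein, 0.82 (standard error 0.117, adjusted p = 6.41e-05). IRS2, an adaptor of insulin signaling, had a log2 fold change of 0.74, CDCP1, a transmembrane protein, 0.97, and LAMB3, a laminin chain, 0.91. ITGB8, ARRDC3, IRS2, CDCP1 and LAMB3 were called with any 1 library left out. TXNIP was not called without normoxia replicate 1 or hypoxia replicate 2 (adjusted p = 0.0591 and 0.209 from edgeR). VIM was not called without normoxia replicates 1 or 3 or hypoxia replicates 2 or 3 (adjusted p = 0.131, 0.154, 0.149 and 0.0988 from edgeR).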

Apart from miR-210-3p, we documented the upregulation of various small RNAs aligning to more than 60 different protein-coding and lncRNA transcripts. Accordingly, gene ontology analysis revealed that multiple upregulated RNA fragments derived from protein-coding genes strongly related to hypoxia response including the HIF-1 signaling pathway and glucose metabolism. 

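HIF targets such as NDRG1 and BNIP3 and glycolytic genes such as PGK1 and LDHA were more frequent among the transcripts with more fragments in hypoxia than among the other transcripts tested. Fisher's exact two-sided test against all mRNA features tested gave an odds ratio of 70.6 for the HIF targets (adjusted p = 1.86e-14) and 76.4 for glycolysis and lactate (adjusted p = 1.10e-09). The odds ratio was 64.5 for the ATF4 and amino acid response (adjusted p = 3.96e-08), 54.8 for collagen and matrix crosslinking (adjusted p = 6.68e-08) and 18.0 for the interferon response (adjusted p = 0.00637), all from Fisher's exact test. Among the transcripts that fell, the odds ratio of the cell cycle genes was 41.7, from MKI67 and UHRF1 (Fisher's exact test, adjusted p = 0.00862). Some risers belong to the HIF target list and to another list, so the odds ratios partly rest on the same genes. STC2 and DDIT4 are also in the ATF4 list, LOX, LOXL2 and P4HA1 in the matrix list, and SLC2A3 in the glycolysis list. The lists were written with the paper's Table S1 known, so these odds ratios are not independent of it. Fisher's test also takes the genes as independent of each other. Camera with an estimated correlation gave adjusted p = 0.0461 for the HIF targets, 0.0565 for glycolysis and 0.131 for the ATF4 list. It gave 0.0504 for the matrix list, 0.0504 for the interferon list and 0.362 for the cell cycle. The result for glycolysis was lost without normoxia replicate 3 (Fisher's exact test, adjusted p = 0.0567) and that for the interferon response without normoxia replicate 3 or hypoxia replicate 2 (adjusted p = 0.0707 and 0.423) or with limma-voom (0.0928). The cell cycle result was lost without normoxia replicates 1 or 2 or hypoxia replicates 1 or 2 (Fisher's exact test, adjusted p = 0.121, 0.508, 0.15 and 1). It was also lost with DESeq2, with limma-voom and with the offsets for GC content and length (Fisher's exact test, adjusted p = 0.0647, 0.195 and 0.303).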

The mechanism of formation and the biological role of these mRNA-aligned small RNAs remains unknown; however, we suggest that they could be used as promising biomarkers for hypoxia in addition to miR-210-3p. The presence of those mRNA- and lncRNA-aligned short RNAs (mlnca-sRNA) could be explained by the uneven degradation of the parental transcripts that are retained in the small RNA fractions and the extracellular space.

In summary, our observations, albeit limited to in vitro studies, suggest that miR-210-3p might be a suitable miRNA marker of hypoxia in ATC.

## 4. Materials and Methods

### 4.1. Cell Culture

SW1736, C643, BCPAP and TPC-1 thyroid cell lines [71,72,73,74] were authenticated by the Johns Hopkins Genetic Resources Core Facility by Short Tandem Repeat (STR) profiling. Cells were cultured in RPMI-1640 medium (Gibco cat#11875-119, Grand Island, NY, USA) supplemented with: 10% Exosome-Depleted fetal bovine serum (Gibco A27208-01, Lot#2165597), 2mM L-glutamine (Thermo Fisher 25030-081, Waltham, MA, USA), 1% Non-Essential Amino Acids (Thermo Fisher cat#1140050), 10mM HEPES (Life Tech cat#5630-080, Newmarket, Australia), 100 U/mL Penicillin Streptomycin (Thermo Fisher cat#15140-122). Cells were cultured in a humidified 37 °C, 5% CO_2_ incubator under 21% O_2_ (normoxic) or in a 2% O_2_ (hypoxic) chamber, balanced with N_2_ using a compact O_2_/CO_2_ Controller ProOx c21 (Biospherix RS485, Parish, NY, USA) for 2, 4, 8, 24, 48, 72 or 96 h.

### 4.2. Cell Viability and Metabolic Activity Assays

Cell counts and viability were obtained using the Muse cell analyzer (EMD Millipore cat#1000-5175 serial#1846277, Burlington, MA, USA) and Muse Viability reagent (Millipore cat#MCH600103). Glucose concentrations from conditioned media were measured using a glucose monitoring system (bioreactor sciences GM-100 serial#15100005, Lawrenceville, GA, USA) and test strips (GMTS-50 bioreactor science).

### 4.3. Wound Healing Assay

Cells were seeded into 6-well plates and cultured until 100% confluent in normoxic conditions. Media was removed from wells and cells were washed twice gently with PBS. A 200 µL pipette was used to create a scratch. Cells were washed again, and a sharpie was used to mark a location for imaging. Images were taken at 0 h and 24 h during hypoxia.

### 4.4. EV Production and Separation

Cell culture conditioned medium was collected from cells and centrifuged at 1000× *g* for 5 min to pellet dead cells. The supernatant was centrifuged at 2800× *g* for 10 min to clear cell debris and apoptotic bodies. The 2800× *g* supernatant was then concentrated down to 500 µL at 3500× *g* using Centricon Plus-70 10kD cut-off concentrators (Millipore cat#UFC701008) for 1 h at 4 °C. A total of 500 µL of concentrated medium was fractionated over a qEV original 70 nm size-exclusion chromatography column according to the manufacturer’s instructions (IZON Science SP1). Pooled EV fractions (7–9) were concentrated down to ~100 µL at 4000× *g* using Amicon Ultra-2 Centrifugal Filter Units10kD cut-off concentrators (Millipore cat#UFC201024) at 4 °C.

### 4.5. Electron Microscopy

The EV and protein fractions were negatively stained and analyzed by transmission electron microscopy (TEM) at the Johns Hopkins Microscope Core Facility as previously described [75]. Samples were adsorbed (10 µL) to glow-discharged (EMS GloQube) carbon-coated 400 mesh copper grids (EMS), by flotation for 2 min. Grids were quickly blotted then rinsed in 3 drops (1 min each) of tris-buffered-saline (TBS). Grids were negatively stained in 2 consecutive drops of 1% uranyl acetate with tylose (1% UAT, double filtered, 0.22 µm filter), blotted then quickly aspirated to get a thin layer of stain covering the sample. Grids were imaged on a Phillips CM-120 TEM operating at 80 kV with an AMT XR80 CCD (8 megapixel).

### 4.6. Nano-Flow Cytometry Measurement (NFCM)

The NanoFCM Flow NanoAnalyzer was used to measure concentration and particle size following the manufacturer’s instructions and as described previously [75,76]. The instrument was calibrated separately for concentration and size using 250 nm Quality Control Nanospheres (NanoFCM) and a Silica Nanosphere Cocktail (NanoFCM cat#S16M-Exo) for detection of side scatter (SSC) of individual particles. Events were recorded for 1 min. Using the calibration curve, the flow rate and side scattering intensity were converted into corresponding particle concentrations and size.

### 4.7. Single Particle Interferometric Reflectance Imaging (SP-IRIS)

Measurements were performed as described previously [75]. A total of 50μL of EVs was diluted 1:1 in 1xIncubation Solution II and incubated at room temperature on ExoView Human Tetraspanin chips (Unchained Labs, Pleasanton, CA, Cat # 251-1000) printed with anti-human CD81 (JS-81), anti-human CD63 (H5C6), anti-human CD9 (HI9a) and anti-mouse IgG1 (MOPC-21). After incubation for 16 h, chips were washed with 1X Solution A I 4 times for 3 min each under gentle horizontal agitation at 460 rpm. Chips were then incubated for 1 h at room temperature with a fluorescent antibody cocktail of anti-human CD81 (JS-81, CF555), anti-human CD63 (H5C6, CF647) and anti-human CD9 (HI9a, CF488A) at a dilution of 1:1200 (v:v) in a 1:1 (v:v) mixture of 1X Solution A I and Blocking Solution II. The buffer was then exchanged to 1X Solution A I only, followed by 1 wash with 1X Solution A I, 3 washes with 1X Solution B I and 1 wash with water (3 min each at 460 rpm). Chips were immersed in water for approximately 10 s each and removed at a 45-degree angle to allow the liquid to vacate the chip. All reagents and antibodies were supplied by Unchained Labs (Pleasanton, CA, USA). Samples were diluted in 1X Incubation Solution II to load 50 μL of 4.0 × 10^8^ particles/mL, nominally, per chip. All chips were imaged in the ExoView R100 (Unchained Labs, Pleasanton, CA, USA) by interferometric reflectance imaging and fluorescent detection. Data were analyzed using ExoView Analyzer 3.1 Software (Unchained Labs). Fluorescent cutoffs were as follows: CD63 channel 200, CD81 channel 400, CD9 channel 400.

### 4.8. Cell and EV Lysis

Cells were removed from the incubator and immediately placed on ice. The medium was removed and immediately processed for EV purification. Cells were washed with ice-cold PBS and lysed in ice-cold 1X RIPA buffer (Cell Signaling 9806S, Danvers, MA, USA) with 1X Protease inhibitors (Santa Cruz sc-29131, Santa Cruz, CA, USA). Cells were incubated on ice for 10 min then transferred to tubes using cell scrapers. Lysates were cleared at 20,000× *g* for 10 min at 4 °C. The pellet was discarded. Total protein was measured using Pierce BCA Protein Assay Kit according to the manufacturer’s microplate protocol (Thermo Fisher 23225). A final concentration of 1X Laemmli sample buffer (Bio-Rad 161-0747) with 10% beta-mercaptoethanol (BME) (Bio-Rad 161-0710, Hercules, CA, USA) was added to 15 µg of total protein.

The EV and mixed samples were vortexed for 30s and incubated for 10 min at room temperature in 1X RIPA buffer (Cell Signaling 9806S) and 1X Protease inhibitors (Santa Cruz sc-29131) to lyse EVs. Total protein was measured using Pierce BCA Protein Assay Kit according to the manufacture’s microplate protocol (Thermo Fisher 23225). 1X Laemmli sample buffer (Bio-Rad 161-0747) was added to 1 µg of total protein.

### 4.9. Immunoprecipitation

Mixed and protein fractions were pre-cleared of IgG from FBS with 100 µL of protein G coated magnetic Dynabeads (Thermo Fisher 10003D Lot# 00715594) overnight at 4 °C with rotation. A total of 50µL of protein G beads was coated with 2ug of anti-AGO2 antibody (Sigma SAB4200085 Lot# 0000089486, St. Louis, MO, USA) according to the manufacturer’s instructions. The clearing protein G beads were removed from the sample and replaced with the anti-AGO2 coated beads overnight at 4 °C with rotation. The beads were washed three times with 1X PBST and resuspended in 1X Laemmli sample buffer 10% BME (Bio-Rad 161-0747).

### 4.10. Western Blot Analysis

Samples were heated to 95 °C for 5 min then separated alongside a spectra multi-color Ladder (Thermo Fisher 26634) through a 4–15% Tris-Glycine extended Stain-Free gel (Bio-Rad 5678085), at 100 V for 1.5 h using 1X Tris-Glycine SDS buffer (Bio-Rad 161-074). Gels were imaged with an EZ DocGel Stain-free imaging system (Bio-Rad 170-8274). Proteins were then transferred to a methanol activated (10s) PVDF membrane (Bio-Rad 1620177) at 100 V for 1 h in 1X Tris-Glycine buffer (Bio-Rad 161-0734) at 4 °C. The PVDF membrane was blocked for 1 h in blocking buffer (1XPBS (Gibco 14190-144), 0.05% Tween20 (Sigma-Aldrich 274348500), 5% blotting-Grade Blocker (Bio-Rad 170-6404)). The membrane was incubated with primary antibodies anti-CD63 (BD 556019 Lot#7341913) diluted 1:1000 and anti-CD81(sc-7637 Lot#C2318) diluted 1:500, anti-CD9 (BioLegend 312102 Lot#B351275, San Diego, CA, USA), ant-TSG101 (abcam ab228013 Lot#GR3306738-8, Cambridge, UK) diluted 1:500, anti-Syntenin (abcam ab133267 Lot# GR3375272-1) diluted 1:500, anti-GM130 (ab52649 Lot#GR3427322-2, anti-Calnexin (ab22595)) diluted 1:1000, anti-Albumin (abcam ab28405 Lot#GR3367930-2) diluted 1:1000, or anti Hif-1a (Cayman 10006421) diluted 1:200, anti-AGO2 (Sigma SAB4200085 Lot# 0000089486) diluted 1:1000 and anti-beta-actin (Sigma A1978) diluted 1:10,000 in blocking buffer overnight at 4 °C with rotation. The membrane was washed 3x for 5 min with rotation in blocking buffer. Secondary anti-mouse-HRP (Santacruz sc-516102 Lot#c1419) was diluted 1:10,000 or anti-rabbit-HRP (Dako P0448, Glostrup, Denmark) 1:1000 in blocking buffer and incubated for 1h at room temperature. Membranes were washed 3X in blocking buffer then 2X in 1XPBS 0.05% Tween20. Membranes were then incubated with Super Signal Chemiluminescent Substrate (Thermo 34580) for 5 min with gentle rotation and imaged by iBright FL1000 (Invitrogen, Waltham, MA, USA). For HIF-1a, band intensity in normoxia was normalized to hypoxia using Image J software.

### 4.11. RNA Isolation

Total RNA was extracted from cells using mirVana miRNA isolation kit (Ambion cat#AM1560, Austin, TX, USA) following the manufacturer’s protocol for adherent cells. Total RNA was extracted from size-exclusion chromatography (SEC) EV and protein fractions using miRNeasy serum/plasma kit (Qiagen 1071073 Lot#160020206, Hilden, Germany) after adding 1.0 × 10^6^ copies/µL of cel-miR-39 exogenous spike-in control (Qiagen 219610 Lot#157036035), according to the manufacturer’s instructions. The RNA concentration and purity were measured by NanoDrop (Thermo Fisher).

### 4.12. Small RNA Library Construction and Analysis

The ligation-independent Capture and Amplification by Tailing and Switching (CATS) small RNA-seq method was used to profile cellular small RNA originally described in [77]. Libraries were constructed with CATS RNA-seq Kit (Diagenode C05010041 Lot#4) following the manufacturer’s instructions. The remaining NGS library primers and other products shorter than 100 bp were removed by AMPureXP beads (Beckman, Brea, CA, USA). Quality control was assessed by Agilent bioanalyzer high sensitivity assay (Agilent, Santa Clara, CA, USA). Libraries were then additionally size-selected between 160 and 180 bp by BluePippin (Sage Science, Beverly, MA, USA). Prior to sequencing, libraries were spiked with 20% PhiX Control v3 (Illumina 1501766, San Diego, CA, USA) then run using the NovaSeq Illumina sequencing platform by the Johns Hopkins Microarray and Deep Sequencing Core. Sequencing quality control was performed using FASTQC (Babraham Bioinformatics, Cambridge, UK) followed by adapter and PolyA trimming with Cutadapt 1.17. The reads were first aligned to various housekeeping small non-coding RNA references including rRNA, tRNA, RN7S, snRNA, snoRNA, scaRNA, VT-RNA and Y-RNA (custom-curated from NCBI RefSeq and GENCODE). All reads that did not map to the aforementioned RNAs were sequentially aligned to mature miRNA (miRBase 22 release), pre-miRNA (miRBase 22 release), protein-coding mRNA transcripts and long non-coding RNAs (custom-curated references from GENCODE v28). The numbers of reads mapped to each RNA transcript type were extracted using eXpress software based on a previous publication [78]. All reads mapped to minor transcripts, pseudogenes and non-protein-coding parts of mRNAs were not included in the final analysis. The intronic and intergenic small RNA reads (combined) were extracted by mapping the remaining unaligned reads to hg38 genome reference. The differential expression analysis was performed by edgeR and limma packages as described in [54] using raw count tables as an input. Reads distribution over certain transcripts was visualized using Integrative Genomics Viewer (IGV). The GO-terms enrichment was assessed using the Enrichr knowledgebases as described previously [79] and visualized by the ggpot2 package.

### 4.13. RT-qPCR

Two step RT-qPCR was performed for miRNA analysis starting with 2 µL of RNA input from cells, EVs and Ex-protein fractions using TaqMan microRNA Reverse transcription kit (ABI 4366597 Lot#00636931), TaqMan miRNA stem-loop RT primers/qPCR primer probe set (ABI 4427975): (cel-miR-39 ID# 000200 Lot#P180110-003B10, miR-16 ID# 000391 Lot#P171018-000H05, miR-210-3p ID#000512) and TaqMan Universal Master Mix II, no UNG (ABI 4440040 Lot#1802074) as described in manufacturer’s protocol. For mRNA analysis, high-capacity cDNA synthesis kit (ABI cat#4368813), TaqMan qPCR primer probe set ABI: (HIF-1α ID#Hs00153153_m1, GAPDH ID# Hs02786624_g1, Beta-Actin ID# Hs01060665_g1) and TaqMan Universal Master Mix II, no UNG were used following kit protocol. qPCR was run on a CFX96 Real-time System (Bio-Rad). miR-210 was normalized to miR-16 and cel-miR-39 using the 2^−ΔΔCT^ method. HiF-1α was normalized to the average of GAPDH and Beta-actin Pooled by 2^−ΔΔCT^.

## Figures and Tables

**Figure 1:**
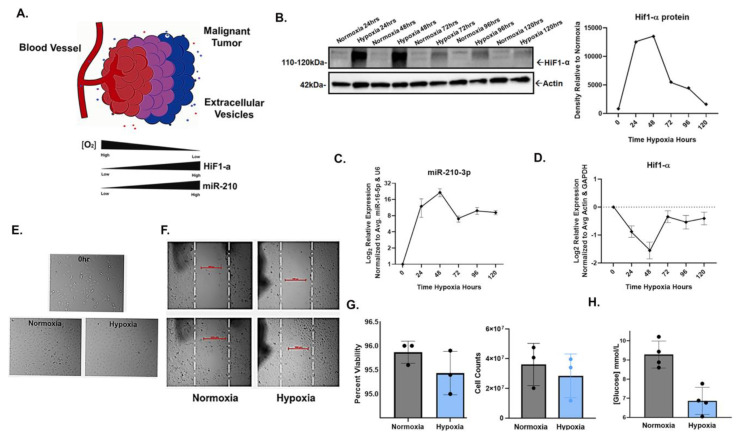
HIF1-α-induced miR-210-3p expression during hypoxic culture of SW1736 cells. (**A**). Cartoon illustration of hypoxic malignant tumor. In low oxygen conditions, miR-210 expression is regulated by HIF. (**B**). HIF1-α stabilization verified by Western blot (WB) and densitometry analysis after 24, 48, 72, 96 and 120 h of hypoxia (2% O_2_) or normoxia (21% O_2_). Actin was used as a loading control. (**C**). RT-qPCR analysis of mir-210-3p expression in hypoxia vs. normoxia at 24, 48, 72, 96 and 120 h of hypoxia relative to normoxia. Error bars represent the standard deviation of three biological repeats. (**D**). RT-qPCR analysis of HIF-α expression relative to normoxia (**E**). Images of SW1736 cells before and after 72 h of normoxia or hypoxia. (**F**). Wound healing assay of SW1736. (**G**). Percent viability of SW1736 cells after 72 h of normoxia or hypoxia. SW1736 cell counts after 72 h of normoxia or hypoxia. (**H**). SW1736 cell culture media glucose concentration after 72 h of normoxia or hypoxia.

**Figure 2:**
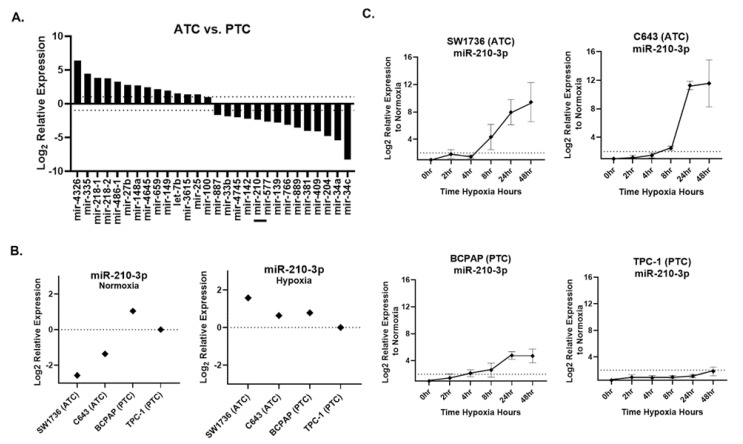
miR-210 expression in ATC and PTC cell lines. (**A**). The RNA-seq analysis of differentially expressed pre-miRNAs between anaplastic thyroid cancer (ATC) cell lines SW1736 and C643 and papillary thyroid cancer (PTC) cell lines BCPAP and TPC-1. Log_2_ fold change > ±1. *q* value < 0.05 n = 3. Bar included to highlight miR-210. (**B**). RT-qPCR of miR-210 basal expression and hypoxia (2%O_2_)-induced expression in ATC vs. PTC cell lines. (**C**). The ATC vs. PTC qPCR analysis of miR-210-3p expression during hypoxia time course study at 0, 2, 4, 8, 24, 48 h hypoxia.

**Figure 3:**
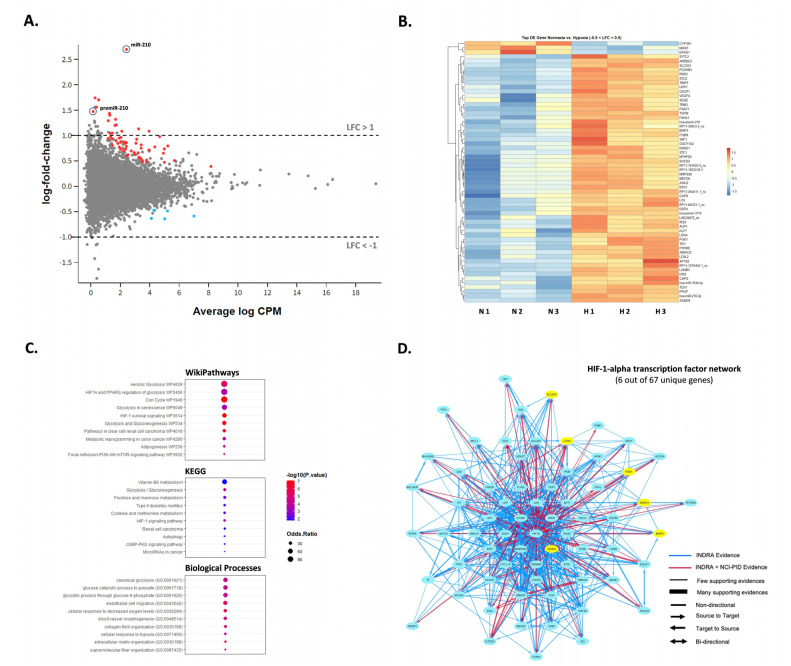
SW1736 cellular miRNA expression in hypoxia at 72 h. (**A**). The MD plot showing differential expression of miR-210-3p, pre-miR-210 as well as mRNA and lncRNA transcripts in hypoxia vs. normoxia datasets. Significantly deregulated genes (adj. *p*-value < 0.05) are shown in color. (**B**). Heatmap of the normalized read counts for all differentially expressed transcripts with −0.5 < LFC < 0.5 and adj. *p*-value < 0.05 (*n* = 66 in total). (**C**). Gene ontology, KEGG and pathway analysis of the deregulated genes in normal vs. hypoxic cells. (**D**). The NCI-Nature Pathway Interaction Database (PID) image visualizing HIF-1-alpha transcription network with the indicated protein-coding genes differentially expressed in datasets from hypoxic cells (in yellow).

**Figure 4:**
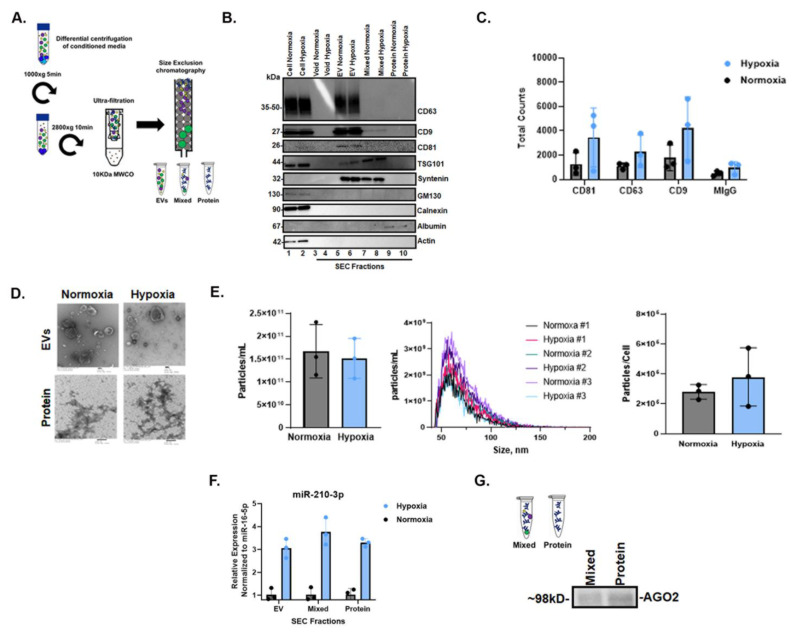
Characterization of cellular and extracellular fractions and AGO2 detection in hypoxic SW1736 culture. (**A**). Workflow diagram schematic of EV and protein separation from SW1736 cell culture media (CCM) by differential centrifugation and size-exclusion chromatography (SEC). Three independent experiments were performed. (**B**). Western blot analysis of tetraspanin CD63 and CD81 expression in SW1736 cell lysates and enrichment in hypoxic and normoxic SEC fractions after 72 h. (**C**). SP-IRIS detection of tetraspanins CD81, CD63 and CD9 in hypoxic and normoxic EV-enriched SEC fractions after 72 h. (**D**). Transmission electron micrograph (EM) of hypoxic and normoxic EV and protein SEC fractions after 72 h. (**E**). The SEC EV fraction particle counts per cell from normoxia and hypoxia. Data points represent three independent experiments by nano-flow cytometry. (**F**). miR-210-3p SEC pooled EV, mixed and protein qPCR analysis after 72 h hypoxia or normoxia, derived from 100 mLs of culture media. Data points represent three independent experiments. (**G**). AGO2 detection in SEC mixed and protein fractions by immunoprecipitation followed by Western blot.

## Data Availability

All relevant experimental details and data were submitted to the EV-TRACK knowledgebase (EV-TRACK ID: EV200090) [78] and Gene Expression Omnibus (GEO), accession numbers GSE207677 and GSE212703.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24054507/s1.

# Supplementary material for: miR-210 Expression Is Strongly Hypoxia-Induced in Anaplastic Thyroid Cancer Cell Lines and Is Associated with Extracellular Vesicles and Argonaute-2
**Source:** Int J Mol Sci. 2023 Feb 24;24(5):4507. doi: 10.3390/ijms24054507
**Supplement:** Supplementary file 1

Figure S1

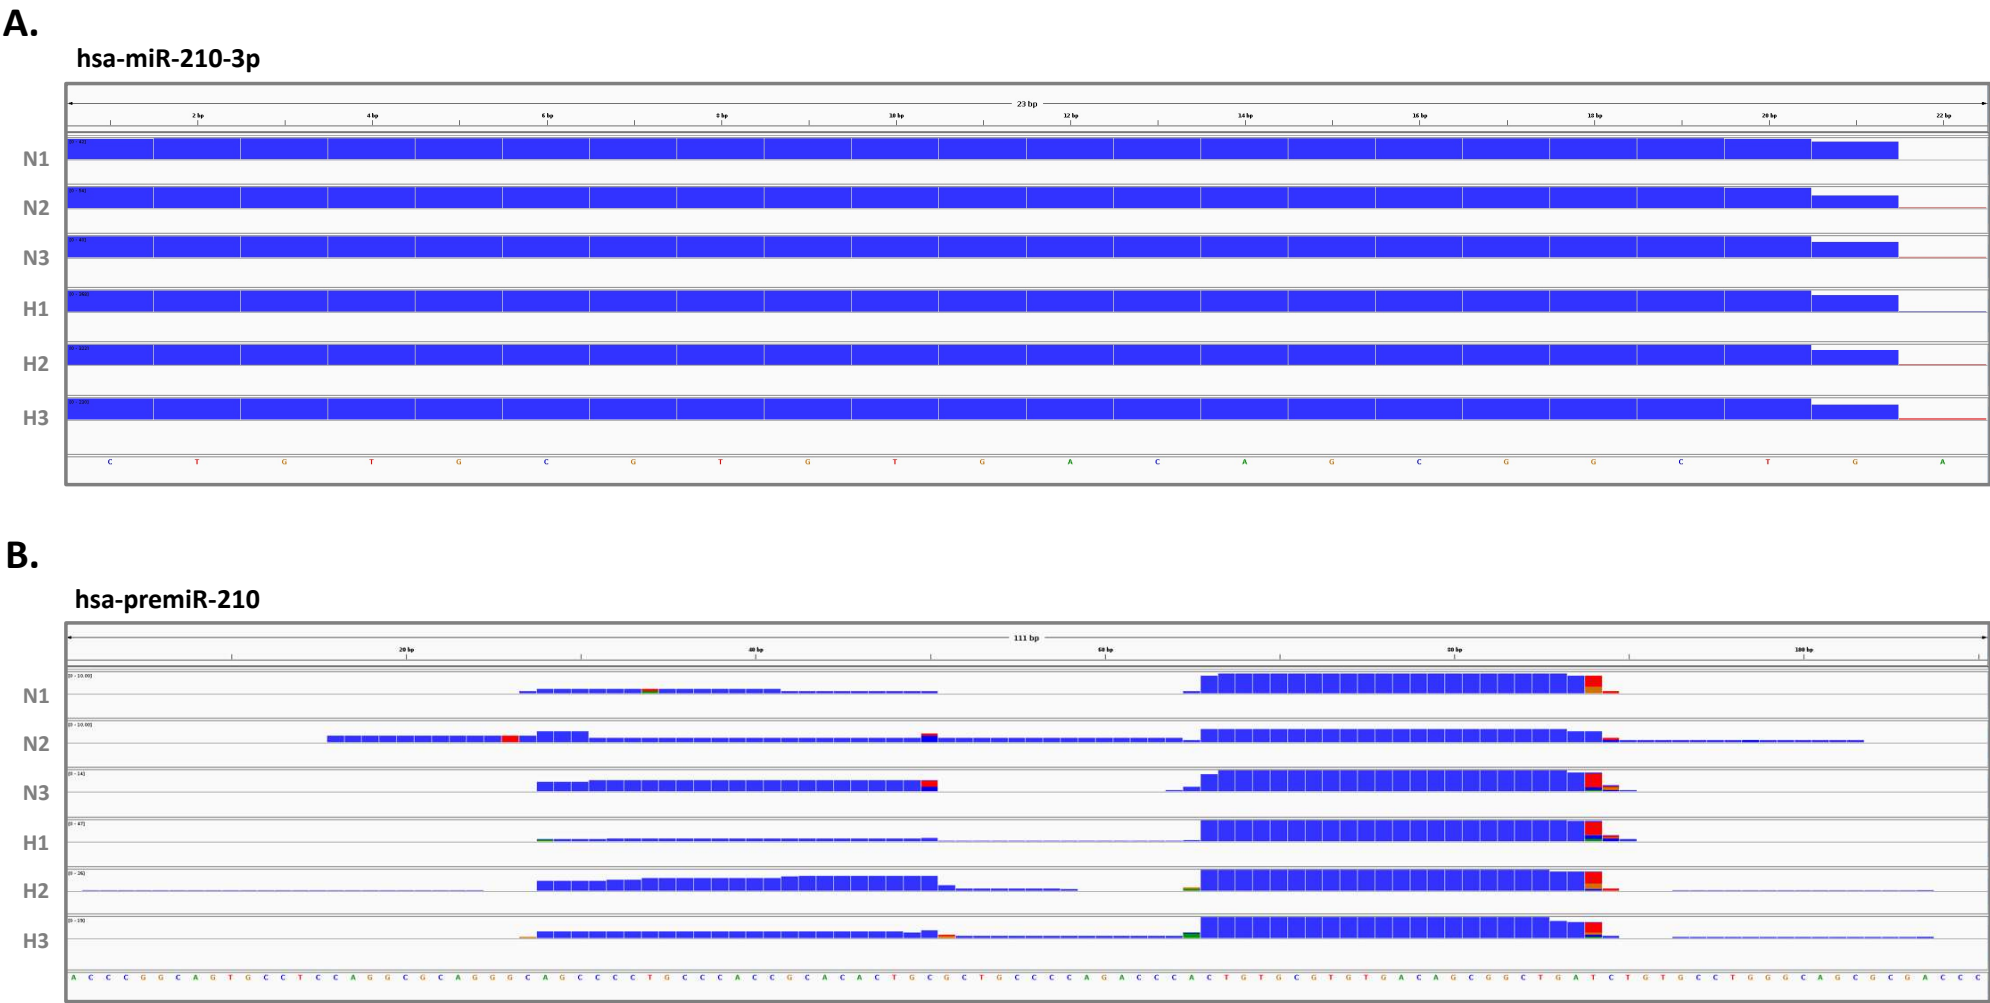

Figure S2

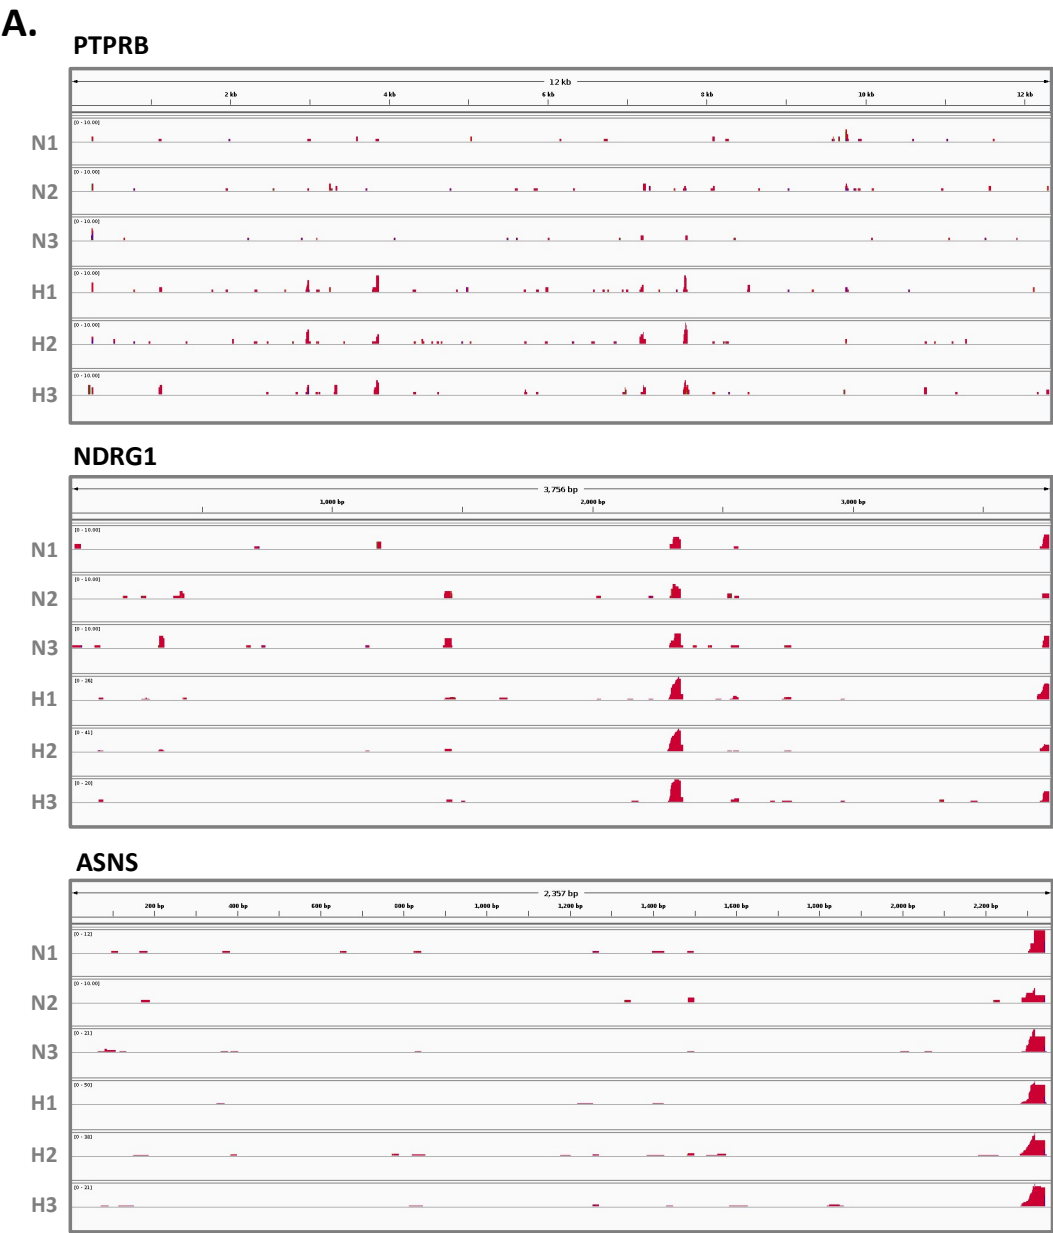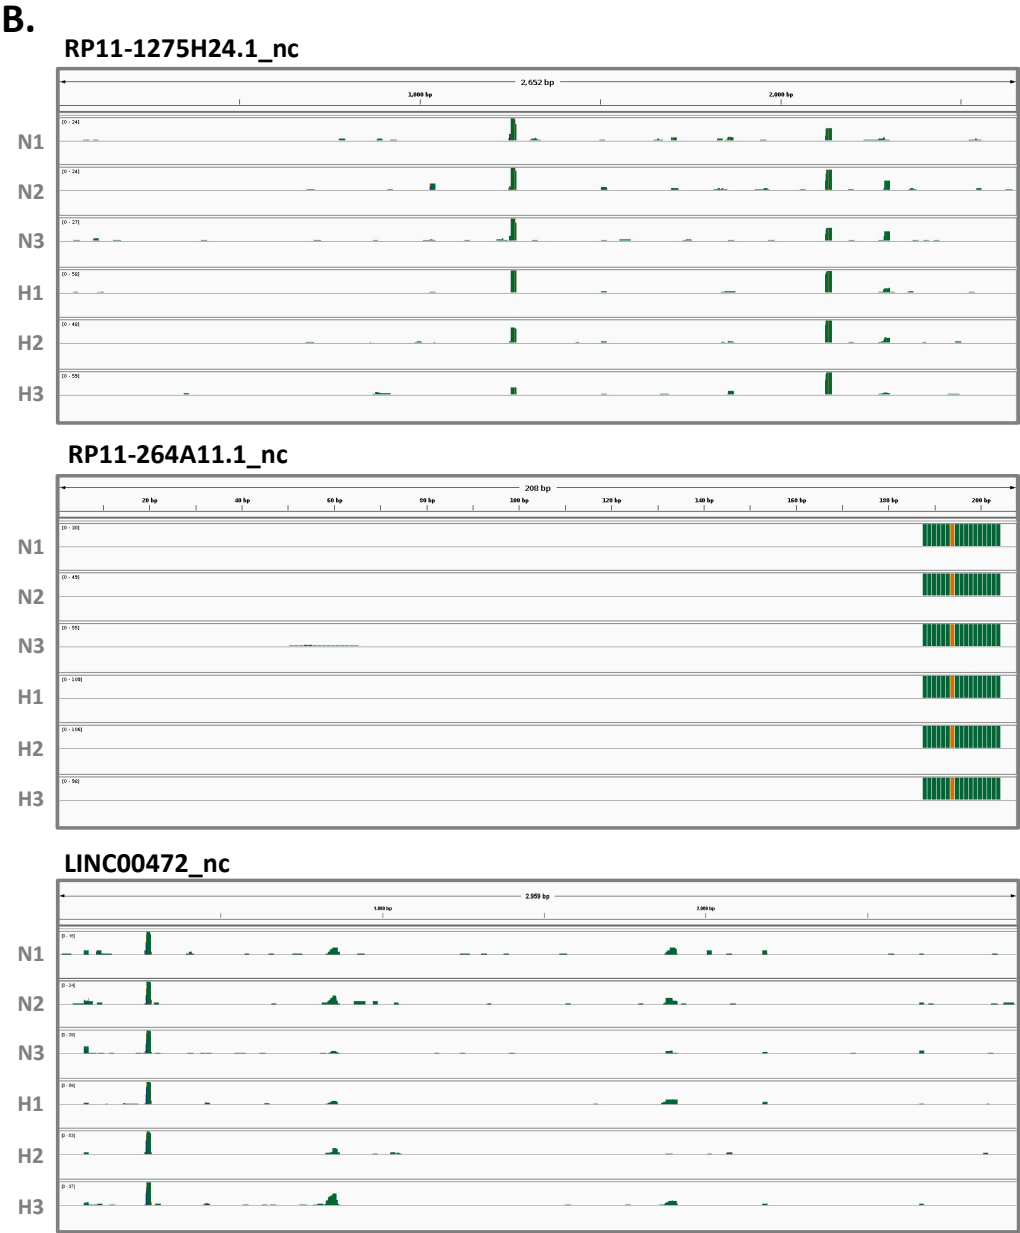

Figure S3

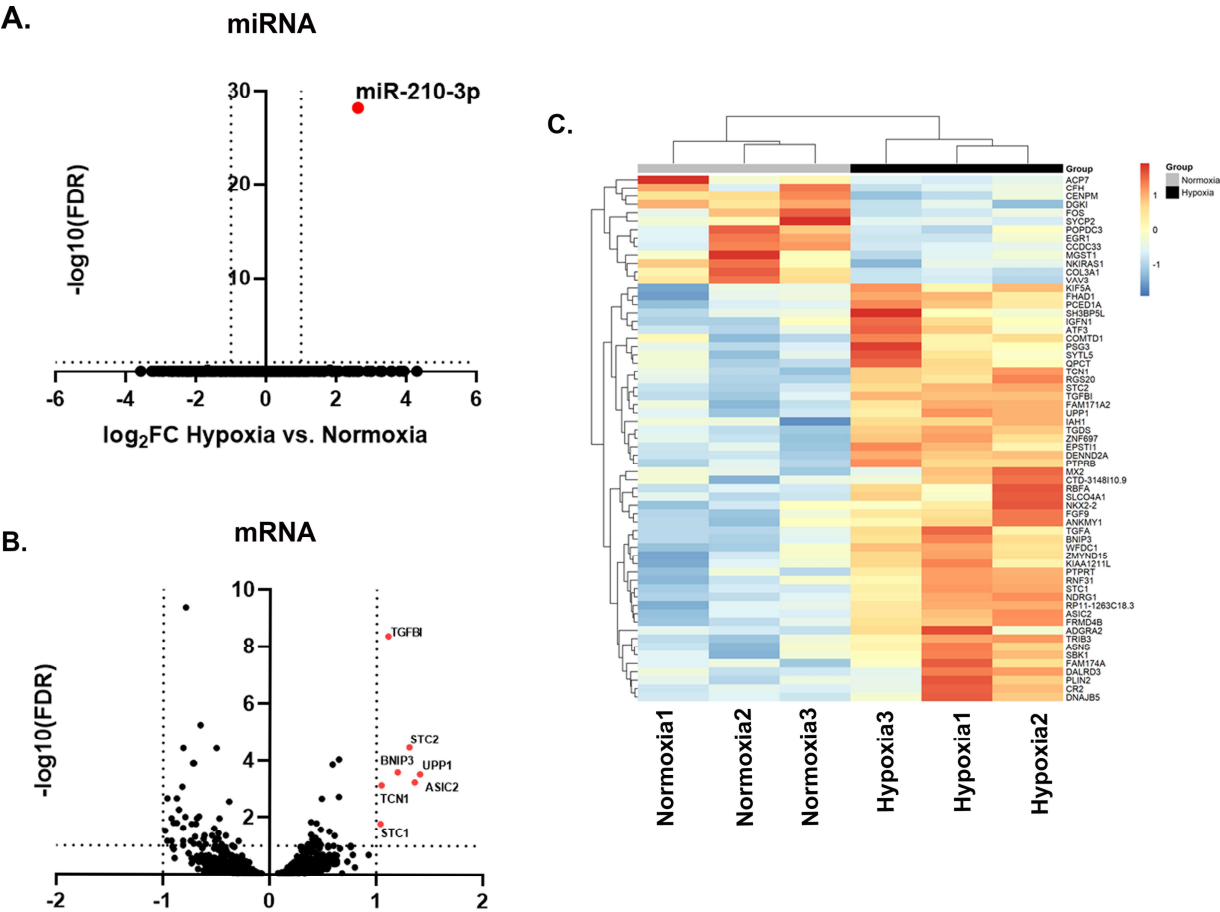

Table S1

gene_symbol	Average Expression	LFC	P.value.adj
hsa-miR-210-3p		2.421453976	2.695186
PTPRB		0.2857804	1.738538066
NDRG1		0.532457677	1.702125264
TRIB3		0.384872744	1.55863324
hsa-premir-210		0.157953091	1.473553426
UPP1		1.263767299	1.436378529
ASIC2		1.290199582	1.400179586
STC2		1.682619784	1.319323167
RP11-1275H24.1_nc		1.184162838	1.291471249
BNIP3		1.735724169	1.208848471
RP11-264A11.1_nc		1.640188667	1.195951589
TGFB1		3.248035496	1.130427928
RP11-1263C18.3		3.955616595	1.084339839
TCN1		2.104974419	1.081929627
CAPS		1.459159155	1.045164762
STC1		1.31775539	1.042375239
VEGFA		4.673942346	0.975427284
AMIGO2		1.33992046	0.972580479
CDCP1		2.046699132	0.960792459
DDIT4		1.932661487	0.946294002
LINC00472_nc		1.451304517	0.936879742
SOCS2		1.179392173	0.936728679
RP11-161H23.9_nc		3.114705504	0.924547841
LAMB3		1.715652011	0.898041581
SYTL2		2.054733423	0.877949598
PCDHB3		2.330256867	0.870918063
LOXL2		2.01126249	0.868641257
LOX		2.417221273	0.860667561
P4HA1		3.068209934	0.848657102
KLF7		1.832137892	0.844614805
PSAT1		2.30362157	0.844165441
hsa-premir-3714		2.303416484	0.842444476
ARRDC3		3.425439101	0.816265755
SLC2A3		1.466912986	0.8072138
RND3		5.229575354	0.794879607
XAF1		2.412635359	0.787185719
SCG2		4.347875345	0.776854807
RP11-84G21.1_nc		1.934323191	0.774624836
RP11-356C4.5_nc		3.419297509	0.749209743
CAPG		2.017068533	0.738004192
LDHA		4.99226325	0.736015742
IRS2		2.370240197	0.733404244
MRPS26		2.014542639	0.729088986
PGK1		3.969370246	0.711546794
PFKP		2.218783011	0.701313665
BTG1		2.749320795	0.695206577
SAMD9		2.950375463	0.664606382
AP1S2		3.225755429	0.658683789
ITGB8		4.929417604	0.651178503
MTHFD2		2.980101597	0.624825528
NTM		2.523009971	0.620963675
AUP1		2.471280436	0.59787804
hsa-miR-193b-5p		3.268620594	0.571398148
MEF2A		3.397657219	0.550961031
TPI1		3.792292128	0.515021035
GUCY1A2		3.483361034	0.509933119
TIMP3		5.682755248	0.506362874
ALDOA		3.523764225	0.488242748
MXI1		3.78649179	0.480034086
TXNIP		4.997340224	0.472049994
VIM		8.163455173	0.389934288
IGFBP4		4.275930682	-0.473504232
SFPQ		5.207540845	-0.488228561
MKI67		7.005813655	-0.589263553
EPAS1		4.112701136	-0.63471226
CYP11B1		5.022152007	-0.641963104

How the deposited data were processed for this re-analysis (not part of the article)

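Small RNA was sequenced from SW1736 cells after 72 h of normoxia (21% O_2_, 3 libraries) or hypoxia (2% O_2_, 3 libraries). The deposited tables hold raw read counts per mature miRNA and per protein-coding transcript (1 per gene). The authors made them, per their methods, by trimming with Cutadapt 1.17, setting aside reads of housekeeping small RNAs, aligning the rest in turn to mature miRNAs (miRBase 22), precursors and transcripts (GENCODE 28), and counting reads per transcript with eXpress. Reads on minor transcripts, pseudogenes and non-protein-coding parts of mRNAs were left out by the authors. That the values are whole counts with a different total in each library was checked on the tables. Precursors and long non-coding RNAs were not analysed here. The depth was 1469151 to 1781753 counts per library, and counting intervals cover counting error only.

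The tables were joined into 1 matrix, as the paper shows miRNA and mRNA features on 1 axis. Features were kept by edgeR's filterByExpr with a minimum count of 10, which left 11276. Libraries were scaled by TMM, with factors from 0.989 to 1.02, and the common dispersion was 0.0112. Hypoxia was compared with normoxia by edgeR's quasi-likelihood test with a robust fit and condition as its only term, two-sided. Benjamini-Hochberg adjustment was over both tables, with an adjusted p under 0.05 as the threshold and a prior count of 0.125 for log2 fold changes. The standard error is the size of the log2 fold change over the square root of F. CPM values are scaled by TMM. Single quantities were compared by exact two-sided permutation tests, for which 3 libraries against 3 allow no p under 0.1. The model was tested on simulated data, where 9 of 148 calls over 11010 features were false. Each feature was drawn independently from the levels and dispersions fitted here, so this share does not cover genes that vary together.

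Lists were fixed before the data were examined, and after the paper, its Table S1 and its figures had been read: HIF target genes, glycolysis and lactate, HIF pathway components, collagen and matrix crosslinking, ATF4 and amino acid response, endoplasmic reticulum chaperones, cell cycle, nuclear oxidative phosphorylation, mitochondrially encoded genes and miR-210 targets. Further lists were interferon response, immediate early genes, sterol synthesis, thyroid differentiation, blood cell markers, endothelial cell markers, ribosomal proteins and replication-dependent histones. The miRNA lists were reported hypoxia-induced miRNAs, miRNAs named for anaplastic thyroid cancer, miR-17-92 and its paralog clusters, the let-7 family, blood and serum miRNAs, and the miRNAs of Figure 2A. Each was tested against the other features of both tables by camera of limma, with a preset correlation of 0.01 and again with an estimated correlation. By fry each list was tested for a change of its own, without regard to the other features. mRNA lists were also tested by Fisher's exact test among called genes, with adjustment over the lists. The genes named in the text were set by a rule: the 10 largest falls and the 10 largest rises among called mRNA features whose libraries separate by condition, every gene the paper names in its text, Table S1 and supplementary figures (given as counts where they are many). It also took up to 4 members of smallest p per list, the 5 most abundant miRNAs, the 3 miRNAs of smallest p in each direction, HIF1A, EPAS1, MIR210HG, and the reference genes GAPDH, ACTB and miR-16-5p. The values in the paper's tables had been seen. Some results that this rule selects are not reported. MIR210HG has no counts in the tables used here.

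The alternatives set at the same time were other scaling (RLE, upper quartile, library totals), other filters, tables tested separately, DESeq2, limma-voom, edgeR's exact and likelihood ratio tests, glmTreat against a fold of 1.2, a prior count of 2, an adjusted p under 0.1, the replicate number as a block, and each library left out in turn. Offsets for GC content and length, lists without the genes of Table S1 and the ATF4 list without HIF targets were added after the data had been seen. Lengths and GC content, taken over full transcripts and not over the sequenced fragments, were matched for 97.6% of the mRNA features tested. Positions are from GENCODE 44 on GRCh38. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.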

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

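The 3 patterns, the offsets for GC content and length, the lists without genes of Table S1 and the ATF4 list without HIF targets were tests chosen after the list results had been seen, and what each explanation predicts was written before its test was run. Signals in features that the paper does not discuss include miR-181a-5p, with a log2 fold change of 0.525, miR-210-5p, with 1.769, and CA9, with 3.6652. miR-181a-5p was not called without normoxia replicates 1 or 3 or hypoxia replicates 1 or 2 (adjusted p = 0.176, 0.0844, 0.169 and 0.0573 from edgeR), and miR-210-5p not without normoxia replicate 1 or hypoxia replicates 1 or 2 (0.0761, 0.0713 and 0.106). With the tables tested separately neither was called, and by DESeq2 miR-181a-5p was not. CA9 was called with any 1 library left out, and its log2 fold change was 2.62 with a prior count of 2.

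The 35 cell cycle genes had a median log2 fold change of -0.36. The median was -0.36 after offsets for GC content and length and -0.22 without hypoxia replicate 1, the library whose absence lowers its size most. Both 95% bootstrap intervals, drawn over the genes of the list, stay over 0.5 of its size. The median after the offsets argues against GC content and length of the full transcripts as the whole cause. The GC content of the sequenced fragments was not tested. For a single library the intervals cannot decide, since they treat correlated genes as independent and leave out the spread between libraries. Of the 10 splits of the 6 libraries, 2 gave a median of this size or larger (0.358 in the real split against 0.431 in the split of normoxia replicates 1 and 2 and hypoxia replicate 3 from the rest), and 10 splits are too few for a share under 0.05. A lower share of cycling cells in hypoxia was not tested.

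The 32 interferon response genes had a median log2 fold change of 0.46. It was 0.44 after the offsets, 0.38 without normoxia replicate 2 and 0.41 without the members of Table S1. The 95% bootstrap intervals over genes stay over 0.5 of its size. The median after the offsets argues against GC content and length of the full transcripts as the whole cause. Only 2 of the 32 genes are in Table S1. Leaving out so few could hardly move a median, so that value does not test how the list was chosen. For a single library the intervals cannot decide, since they leave out the spread between libraries. The real split gave 0.460 against at most 0.253 in the others (1 of 10 splits as large), and 10 splits are too few for a share under 0.05. A response to hypoxia remains open, as secreted interferons were not tested here.

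The 23 genes of the ATF4 and amino acid response had a median log2 fold change of 0.43. It was 0.43 after the offsets, with a 95% bootstrap interval over genes that stays over 0.5 of its size. That argues against GC content and length of the full transcripts as the whole cause. A single library and the members shared with the HIF targets stay open, since the median was 0.38 without hypoxia replicate 1 (interval 0.0864 to 0.640) and 0.41 without the shared members (interval 0.191 to 0.640). Of the 10 splits, 2 gave a median of this size or larger (0.432 in the real split against 0.461 in the split named for the cell cycle genes), and they are too few for a share under 0.05. Amino acid shortage in the medium of the hypoxic cultures was not tested.

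Among the 10 splits the real one called 84 mRNA features against at most 1 in another (1 split as large), 5 miRNAs against at most 0 (1 split) and 18 mRNA features over 2-fold against at most 0 (1 split). The preset-correlation camera test called 10 lists in the real split and 3 to 10 in the others (2 of 10 splits as large). These splits are too few for a share under 0.05.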

How the results depend on the processing

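Of these tests, the offsets for GC content and length, the lists without the genes of Table S1 and the ATF4 list without HIF targets were chosen after the result was seen. Over 143 single features and 2702 values under an alternative, 2497 kept their side of the threshold, 181 were weaker and 24 stronger. Where either fit called the feature, 0 values changed direction. A change of direction between values that were not called was counted as kept, as for HBA1, which ran from -0.48 to 0.19 with 1 library left out. Among these, 24 of the 67 called features were called in every fit that leaves out 1 library. The depth leaves a feature raised 1.5-fold called in 18 of 50 simulated cases. No feature took over 5% of a library, so the alternative that leaves such features out was not run. The cause of the changes below was not tested, beyond the smaller number of libraries or features where one was left out.

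With every feature of at least 1 count, 44 mRNA features were lower, 4 of them over 2-fold, with 5 cell cycle genes, and the oxidative phosphorylation list had an adjusted p of 0.0438 from camera. With at least 10 counts in every library, 0 miRNAs were lower and 1 of the miRNAs of Figure 2A higher, as miR-940 and miR-210-5p did not pass that filter. With the tables tested separately, 1 miRNA was higher, 1 of the reported hypoxia-induced miRNAs and 1 of those of Figure 2A. DESeq2 called 2 miRNAs higher and 0 lower, 35 mRNA features higher and 4 lower (11 and 0 over 2-fold). It called 3 glycolysis genes and 1 cell cycle gene, with a cell cycle enrichment of adjusted p 0.0647. limma-voom called 1 cell cycle gene, with enrichments of adjusted p 0.195 for the cell cycle and 0.0928 for interferon. edgeR's exact and likelihood ratio tests each called 2 mRNA features over 2-fold lower. glmTreat called 11 higher and 0 lower of that size. An adjusted p under 0.1 gave 43 lower, 3 over 2-fold. With 89 features called, the counts were 142 for every feature, 41 for DESeq2 and 148 at 0.1. The replicate block called 79, 70 of them shared. The block had 3 over 2-fold lower, 1 cell cycle gene, and enrichments of adjusted p 0.173 for the cell cycle and 0.0773 for interferon. No library was closest to the one of its own number in the other condition. With the GC content and length offsets 1 cell cycle gene was called (enrichment, adjusted p 0.303).

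Without the genes of Table S1, 1 HIF target, 1 glycolysis gene, 1 matrix gene, 1 ATF4 gene, 1 interferon gene and 1 miRNA of Figure 2A were higher, 1 cell cycle gene was lower, and 0 HIF components were lower and 0 endothelial markers higher. That matrix gene was TGFBI, whose value here lies close to the one Table S1 gives for TGFB1. The camera tests then gave adjusted p = 0.437 for the matrix list, 0.612 for endothelial markers and 0.24 for the miRNAs of Figure 2A. With an estimated correlation, adjusted p was 0.0565 for glycolysis, 0.0504 for matrix, 0.131 for ATF4, 0.362 for the cell cycle, 0.0504 for interferon, 0.461 for endothelial markers, 0.489 for replication-dependent histones and 0.362 for the miRNAs of Figure 2A. fry gave 0.0871 for ATF4, 0.297 for the cell cycle, 0.282 for endothelial markers, 0.447 for replication-dependent histones and 0.199 for the miRNAs of Figure 2A.

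With 1 library left out, the counts ran from 1 to 4 for miRNAs higher, 0 to 1 for miRNAs lower. They ran from 26 to 80 for mRNA features higher, 3 to 39 for those lower, 9 to 30 for those over 2-fold higher and 0 to 6 for those over 2-fold lower. The log2 fold change of EPAS1 ran from -0.74 to -0.48. The list counts ran from 7 to 12 for HIF targets, 2 to 7 for glycolysis, 0 to 1 for HIF components, 2 to 7 for ATF4, 0 to 4 for the cell cycle, 1 to 3 for interferon, 1 to 3 for the reported hypoxia-induced miRNAs and 1 to 2 for those of Figure 2A. The adjusted p of camera ran from 0.0173 to 0.851 for oxidative phosphorylation, 0.00875 to 0.979 for immediate early genes (reversed without normoxia replicate 1, 0.00875), 0.00433 to 0.282 for endothelial markers and 0.00269 to 0.976 for ribosomal proteins (lowest without hypoxia replicate 1). That of the enrichment ran from 2.16e-07 to 1 for the cell cycle, 3.57e-09 to 0.0567 for glycolysis and 0.0011 to 0.423 for interferon. Without hypoxia replicate 2, 30 features were called, and without normoxia replicate 2, 123.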

Differences from the paper's values

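All tests in this part were among those set before the data were examined. The paper's Table S1 lists 5 transcripts lower in hypoxia (the paper's count), and 19 features, miRNAs included, were lower here at an adjusted p under 0.05 with no limit on the log2 fold change. The legend of Figure 3 also names a limit of the log2 fold change of 0.5. Table S1 does not keep to that limit, as it lists IGFBP4 at -0.47 and SFPQ at -0.49 (the paper's values). DESeq2 gave 4, within 1.5 times the paper's count, and the other alternatives did not. They gave 3 without hypoxia replicate 2, 10 without normoxia replicate 1 and 39 without normoxia replicate 2.

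For TGFB1 the paper's log2 fold change is 1.13 (the paper's value), and it was 0.26 here (standard error 0.170, adjusted p = 0.648 from edgeR). It was 0.11 to 0.38 over the alternatives, none of which reaches the paper's value. TGFBI, which Figures 3B and S3B show, had a log2 fold change of 1.12 here. Table S1 also gives the paper's value of -0.64 for CYP11B1, which had 0 to 2 counts per library and was not tested, and CYP1B1 had -0.64 here. Both of the paper's values lie close to that of a gene of similar name here, so the gap for TGFB1 need not be one of expression. The values of Table S1 under the heading of the adjusted p run from -0.64 to 2.70, which a p cannot hold, and were compared as log2 fold changes. Over the 57 features tested here, TGFB1 apart, the largest difference was 0.0823 on the log2 scale.

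Of those 57, 53 were called here, and 36 called features are not in Table S1 by name, TGFBI and CYP1B1 among them. A further 8 of its transcripts are in neither table used here. Besides TGFB1, VEGFA was not called (0.93, adjusted p = 0.131 from edgeR). It was called with every feature of at least 1 count, by edgeR's exact and likelihood ratio tests, with the replicate block, without normoxia replicate 2 and without normoxia replicate 3. SCG2 was not called (0.74, adjusted p = 0.226 from edgeR). It was called with every feature of at least 1 count, without normoxia replicate 1 and without normoxia replicate 2. RP11-1263C18.3 was not called (1.04, adjusted p = 0.104 from edgeR). That gene was called with every feature of at least 1 count, by edgeR's exact and likelihood ratio tests, with the replicate block, without normoxia replicate 1 and without normoxia replicate 3.

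The paper states that no mature miRNA other than miR-210-3p was significantly changed over 2-fold, while miR-210-5p (1.77) and miR-940 (-1.71) were called over 2-fold changed here. Neither was called without normoxia replicate 1 or without hypoxia replicate 2, and neither was tested where at least 10 counts in every library were asked for. The paper states that no gene was significantly down-regulated below a log2 fold change of -1, while DGKI (-1.13) was called below it here. No mRNA feature was called over 2-fold lower by DESeq2, by glmTreat, without normoxia replicate 3, without hypoxia replicate 2 or without hypoxia replicate 3. With the settings of the other parts edgeR called 1, and 518 mRNA features were lower at an unadjusted p under 0.05. In its discussion the paper states, with no threshold, that no down-regulated transcripts were found, though its Table S1 lists 5 lower. Of any fold, 18 mRNA features were called lower here, 4 of them in Table S1 by name and 1 of them over 2-fold. The paper counts 12 protein-coding transcripts over 2-fold higher, and 17 were called here, within 1.5 times the paper's count. Only 9 of the 17 are over 2-fold in Table S1 by name, so the 2 counts partly cover different transcripts. The count here was 12 without hypoxia replicate 1, 9 without hypoxia replicate 2, 11 by DESeq2 and 11 by glmTreat. It was over 1.5 times the paper's with 23 without normoxia replicate 2, 30 without normoxia replicate 3, 22 by the exact test, 23 by the likelihood ratio test, 23 with every feature of at least 1 count and 23 at an adjusted p under 0.1.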

Other observations

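The tests here were set before the results were seen. Genes of endoplasmic reticulum folding, sterol synthesis and thyroid identity did not pass the test in hypoxic SW1736 cells. Among 18 measured endoplasmic reticulum chaperones none was called by edgeR, DESeq2 or limma (1 higher and 1 lower at an unadjusted p under 0.05, none when adjusted over the list alone; camera, adjusted p = 0.233). HSP90B1, an abundant chaperone, had a log2 fold change of -0.14. Among 20 measured genes of sterol synthesis none was called by these tools (2 higher at an unadjusted p under 0.05, none when adjusted over the list alone; camera, adjusted p = 0.579), with 0.46 for CYP51A1, a sterol demethylase. Among 8 measured genes of thyroid differentiation none was called by these tools, at an unadjusted p under 0.05 or adjusted over the list alone (camera, adjusted p = 0.738), with 0.18 for PAX8, a transcription factor of thyroid cells. Among 21 measured immediate early genes none was called by these tools (2 higher and 2 lower at an unadjusted p under 0.05), while KLF6 (0.40) and IER3 (0.33) were higher when adjusted over the list alone (KLF6 also over all features without normoxia replicate 2, adjusted p = 0.0151 from edgeR). FOS had -1.90 and was called lower without normoxia replicate 1 (adjusted p = 1.24e-05 from edgeR) and with every feature of at least 1 count. It was also called lower with the replicate block (adjusted p = 0.015 from edgeR). The list's median was 0.10 and its mean -0.16, of opposite sign (camera, adjusted p = 0.952, but 0.00875 and lower without normoxia replicate 1). Among 78 measured ribosomal protein genes none was called by these tools (1 higher at an unadjusted p under 0.05, none when adjusted over the list alone; camera, adjusted p = 0.178, but 0.00269 without hypoxia replicate 1).

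Markers of blood cells were at low levels, with HBB at 9.63 ± 1.13 normalized CPM in normoxia and 9.83 ± 4.16 in hypoxia (SD, n = 3 each). Among 4 measured markers none was called by edgeR, DESeq2 or limma, at an unadjusted p under 0.05 or adjusted over the list alone (camera, adjusted p = 0.952). The 1 measured blood and serum miRNA, miR-486-5p, had a log2 fold change of -0.02. Of the miRNAs named for anaplastic thyroid cancer, 3 were measured and none was called by these tools (1 higher at an unadjusted p under 0.05, none when adjusted over the list alone; camera, adjusted p = 0.153), with 0.16 for miR-221-3p and 0.08 for miR-222-3p. Of the miR-17-92 cluster and its paralogs, 7 members were measured and none was called by these tools, at an unadjusted p under 0.05 or adjusted over the list alone (camera, adjusted p = 0.51), with 0.11 for miR-92a-3p. The same held for the 9 measured members of the let-7 family (camera, adjusted p = 0.579), with 0.08 for let-7i-5p.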
